# Transcriptome profiling and weighted gene co-expression network analysis of early floral development in *Aquilegia coerulea*

**DOI:** 10.1038/s41598-020-76750-7

**Published:** 2020-11-12

**Authors:** Ya Min, Elena M. Kramer

**Keywords:** Morphogenesis, Stem cells, Plant development, Plant molecular biology, Plant reproduction

## Abstract

The earliest phases of floral development include a number of crucial processes that lay the foundation for the subsequent morphogenesis of floral organs and success in reproduction. Currently, key transcriptional changes during this developmental window have been characterized in the model species *Arabidopsis thaliana*, but little is known about how transcriptional dynamics change over the course of these developmental processes in other plant systems. Here, we have conducted the first in-depth transcriptome profiling of early floral development in *Aquilegia* at four finely dissected developmental stages, with eight biological replicates per stage. Using differential gene expression analysis and weighted gene co-expression network analysis, we identified both crucial genes whose expression changes mark the transitions between developmental stages and hub genes in co-expression modules. Our results support the potential functional conservation of key genes in early floral development that have been identified in other systems, but also reveal a number of previously unknown or overlooked loci that are worthy of further investigation. In addition, our results highlight not only the dynamics of transcriptional regulation during early floral development, but also the potential involvement of the complex, essential networks of small RNA and post-translational regulation to these developmental stages.

## Introduction

The earliest phase of floral meristem (FM) development requires exquisite coordination among many different developmental processes. These include the proper initiation and patterning of the floral organs, maintenance of the size of the FM during organ initiation, the eventual termination of the FM activity to ensure the correct number of whorls, and the overlay of the floral organ identity programs onto the primordia so that the boundaries of gene expression domains synchronize precisely with the physical boundaries between the primordia. Coordination of these processes is achieved through crosstalk between numerous regulatory frameworks at multiple levels, ranging from transcriptional regulation, to RNA stability, to epigenetic modification, and protein stability.

During the past 30 years, key regulatory mechanisms involved in early floral development have been characterized thanks to in-depth studies of model species such as *Arabidopsis thaliana*. These include the ABCE model of organ identity^1,2^, the *WUSCHEL* (*WUS*)-*CLAVATA* (*CLV*) feedback loop for meristem maintenance^3^, the *AGAMOUS* (*AG*)-*KNUCKLES* (*KNU*)-*WUS* pathway for FM termination^4,5^, the auxin signaling pathway for primordia initiation^6^, as well as genes specifying the boundaries between organs or gene expression domains^7^. However, novel genes and pathways contributing to these processes are constantly being discovered, and it is not yet clear how cross-regulation between different pathways and between different levels of the regulatory framework is controlled. Furthermore, although the orthologs of many genes have been studied in multiple plant model systems, relatively little is known about the degree of conservation of these programs across major lineages of flowering plants. To obtain a comprehensive view of the molecular basis of the early floral development, the conventional forward and reverse genetics approaches need to be coupled with global analysis at the transcriptional and genomic levels.

In this study, we have conducted the first in-depth transcriptional profiling of early floral development in *Aquilegia coerulea* at four finely-dissected stages (Fig. 1). The genus *Aquilegia* belongs to the basal eudicot buttercup family Ranunculaceae and is a model system for floral evolutionary developmental studies^8^. Analysis of floral ontogeny^9^ has shown that *Aquilegia* floral organ primordia initiate in whorls of five organs each, which are arranged in 10 orthostichies (vertical rows of organs), with alternate orthostichies either above the sepals or the petals (Fig. 1c). *Aquilegia* flowers all have multiple whorls of stamens, which is one of the major differences relative to other established model systems (e.g. *A. thaliana*, petunia, snapdragon) that all have only one whorl of stamens. The flowers of *A. coerulea*, as well as those of almost all other *Aquilegia* species, possess a fifth type of floral organ, the staminodes, which initiate in two whorls positioned between the stamens and carpels (Fig. 1). Unlike the syncarpous gynoecium of other model systems, *Aquilegia* is apocarpous with five distinct carpel primordia (Fig. 1). Using a candidate gene approach, previous studies have revealed the sub-functionalization of the B-class organ identity genes^10–12^ and that the *JAGGED* homolog is crucial for initiation of the floral organ primordia^13^, but genome scale studies to date have focused on late stage floral organ development^14–16^.

**Figure 1:**
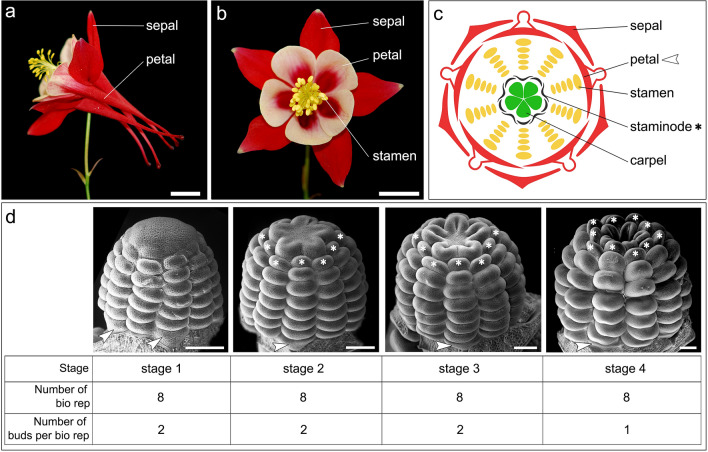
*A. coerulea* and the floral developmental stages used for RNA-seq. (**a**) Side view of a mature *A. coerulea* flower. (**b**) Front view of a mature *A. coerulea* flower. (**c**) Floral diagram of a typical *A. coerulea* flower. (**d**) Developmental stages, the number of biological replicates per stage, and the number of floral buds used for each biological replicate that were used for RNA-seq. Asterisks indicate staminodes and arrowheads indicate petals. Scale bar: a,b = 1 cm; d = 100 µm.

The current experiment was designed to obtain a broad characterization of the genetic pathways acting in early *Aquilegia* FM development. In order to ensure the power and accuracy of our sequencing results, we used eight biological replicates per developmental stage and obtained an average of 18× sequencing depth per sample. The developmental window we sequenced sampled stages that started with a late phase of stamen initiation, covered the period of FM termination, and ended with the initial stage of morphogenesis of the floral organs. Using differential expression (DE) analysis and weighted gene co-expression network analysis (WGCNA), we identified crucial genes marking the transitions between developmental stages, and hub genes in co-expression modules that are strongly associated with these developmental stages. Our results support the potential functional conservation of key genes in early floral development that have been identified in other systems, but also revealed a number of previously unknown or overlooked loci that are worthy of further investigation. In addition, our results highlight not only the dynamics of transcriptional regulation during early floral development, but also the potential involvement of the complex, essential networks of small RNA and post-translational regulation in this process.

## Materials and methods

### Plant materials: growing conditions and dissection

Seeds of *Aquilegia* x *coerulea* ‘Kiragami’ were purchased from Swallowtail Garden Seeds (Santa Rosa, CA, USA). Seeds were germinated in wet soil and seedlings were grown under conditions of 16 h daylight at 18 °C and 8 h dark at 13 °C. Once the plants developed approx. six true leaves, they were transferred into vernalization conditions (16 h daylight at 6 °C and 8 h dark at 6 °C) for three to 4 weeks, and subsequently moved back to the regular growth condition. Once the inflorescences started to develop, axillary FMs were quickly dissected on ice using surgical needles and flash frozen in liquid nitrogen. Three sepals were removed from every floral bud collected.

### Scanning electron microscopy

Floral buds were dissected using the same method as above, fixed in FAA (10% formaldehyde, 50% ethanol, 5% acetic acid), and stored at 4 °C. Prior to imaging, samples were dehydrated through a graded ethanol series to 100% and then critical point dried with CO_2_ (Autosamdri-815, Tousimis, MD, USA). Images were taken with the JSM-6010 LC Scanning Electron Microscope (JEOL, MA, USA) at the Arnold Arboretum of Harvard University.

### RNA extraction, library construction, and sequencing

The total RNA of all samples was extracted using the RNeasy Micro Kit (Qiagen, Netherlands). The integrity of extracted RNA was measured by using a 2200 TapeStation (Aligent Technologies, CA, USA). Subsequently, each RNA sample was diluted to a concentration of 1.25 ng/µl, measured by using Qubit RNA HS Assay Kit (Thermo Fisher Scientific, MA, USA). Sequencing libraries were prepared by the Bauer Core facility of Harvard University using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio USA, Inc., CA, USA) for cDNA synthesis and Illumina Nextera XT (Illumina) for library preparation. Libraries were fragmented to an average size of 350 bp. Library concentrations were examined using a Qubit 2.0 (Thermo Fisher Scientific, MA, USA) and qRT-PCR, and the insert sizes measured using a Bioanalyzer 2100 (Aligent Technologies, CA, USA). Libraries were then pooled and diluted to a final concentration of 3 nmol. Sequencing was conducted at Novogene (Beijing, China) using the 150 bp paired-end Illumina HiSeq4000 sequencing platform.

### Mapping reads to the reference transcriptome

The raw sequencing reads were filtered by removing adapters and low-quality reads using Trim Galored v0.6.5^17^ (quality Phred score cutoff = 20) and mapped to the *Aquilegia* × *coerulea* ‘Goldsmith’ v3.1 reference transcriptome (https://phytozome.jgi.doe.gov/) using Kallisto v0.46.1^18^. Raw and processed reads are deposited under the GEO accession number GSE158507.

### Differential expression (DE) analysis

Read counts and transcript per million reads (TPMs) were generated using the R package tximport v1.0.3 and the lengthScaledTPM method^19^. Lowly expressed transcripts were filtered based on analyzing the mean–variance trend, and transcripts with more than 1 counts per million reads in at least one of the 32 samples were retained. Reads were normalized using the variance stabilizing transformation (VST) method to perform principal component analysis (PCA). Differential gene expression analysis was conducted following the DESeq2 R package v1.28.1^20^. For DE genes, the log2 fold change of gene abundance was calculated between pairwise groups, and the significance of expression changes was determined using the Student’s *t-*test. *p* values were adjusted with the Benjamini–Hochberg Procedure to correct for the false discovery rate^21^. A gene was considered to be significant if it had adjusted *p* value < 0.05 and log2 fold change ≥ 1. A heatmap of all DE genes was produced using the R package ComplexHeatmap v2.2.0. Hierarchical clustering was used to partition the DE genes into two clusters with Euclidean distance and ward.D2 clustering algorithm.

### Gene ontogeny (GO) enrichment and kyoto encyclopedia of genes and genomes (KEGG) pathway analysis

Gene Ontogeny (GO) analysis for DE groups and WGCNA modules of interest was calculated using agriGO v2 (https://systemsbiology.cau.edu.cn/agriGOv2/)^22,23^ and the KEGG pathway analysis^24,25^ was performed using the DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/)^26,27^. For both analyses, the identifiers of the top-hit *A. thaliana* loci were obtained from the *A. coerulea* “Goldsmith” v3.1 reference genome annotation (https://phytozome.jgi.doe.gov/), all of the expressed genes in the *Aquilegia* RNA-seq data were used as the background reference. Enrichment in GO terms or pathways was calculated with Fisher’s exact test, and *p* values were adjusted for the false discovery rate using the Benjamini–Hochberg procedure. The minimum number of mapping entries for a GO category was set to be 5, and the count threshold for KEGG pathway analysis was set to be 2. Enrichment figures were produced using the R package ggplot2.

### WGCNA

Weighted gene correlation network analysis (WGCNA)^28^ was constructed using the R package WGCNA v1.68 following the package tutorials; the illustrated workflow is shown in Fig. S1. To avoid noise from lowly expressed genes, all genes that had read counts less than 10 in more than 90% of the samples (i.e. 29 samples) were removed. The expression of the resultant 18,303 genes was then normalized using the varianceStabilizingTransformation function from the R package DESeq2^20^. The adjacency matrix was calculated using a soft thresholding power of 5. Compared to a hard threshold, of which the correlation values above or below are considered to be connected or not, respectively; the soft threshold is used to raise the correlation to a power so that the difference between strong and weak correlations are exaggerated rather than defined into binary terms. The topological overlap matrix was calculated using a deepSplit value of 4, minModuleSize was set to 20, and mergeCutHeight was set to 0.2. Node and edge information of modules of interest were exported using the exportNetworkToCytoscape function of the WGCNA package. The node and edge files were then transformed into .json format using the R package jsonlite v1.6.1, and visualized using customized scripts modified based on the D3 JavaScript library.

### Gene phylogenies

Neighbor-joining phylogenetic trees for genes that are discussed in the main text were constructed if the homologs in *A. coerulea* and *A. thaliana* were not each other’s reciprocal top BLAST hits. Potential homologs of the genes of interest were identified from the genomes of diverse species on Phytozome, all amino acid sequences were aligned using ClustalW^29^ and the neighbor-joining trees were constructed using MacVector v17.5.5(Gary, NC, USA).

## Results and discussion

### Developmental stages and sequencing information for transcriptome profiling

In order to finely dissect and capture the transcriptional dynamics during early phases of *Aquilegia* floral development, we defined four developmental stages for RNA sequencing (Fig. 1d). At stage 1 (s1), the dome of the FM is round and visible, and stamen primordia are in the progress of initiating. At stage 2 (s2), all the stamen and staminode primordia have completed initiation, the five carpel primordia are about to initiate, and the apex of the floral bud is star-shaped and flattened. At stage 3 (s3), the outer rim of each carpel primordium is elevated but the development of carpel primordia has not consumed all the cells of the apex, and the stamen and staminode primordia are still morphologically indistinguishable. At stage 4 (s4), the carpel primordia continue to develop and elongate, all the cells in the apex have been consumed by carpel development, and the staminode primordia have started to expand laterally, making them morphologically distinct from the stamen primordia.

A total of 72 floral buds were dissected from 30 individual plants for RNA extraction. For s1, s2, and s3, each biological replicate contained two floral buds from two individuals, while s4 contained one floral bud per biological replicate (Fig. 1d). The amount of total RNA per extraction varied from 20.2 to 138 ng. After quality assessment, eight samples at each stage with the best RNA qualities were used for subsequent library construction. All 32 selected samples had RNA integrity numbers higher than 8.9.

A total of 993.64 million raw reads (323.1G raw data) were generated from the 150 bp paired-end Illumina HiSeq4000 sequencing platform. The number of reads generated per sample ranged between 25 and 36 million (Fig. S2), and the average reads per developmental stage ranged from 29.3 to 32.9 million (Fig. S2). After filtering reads by quality (Phred score cutoff = 20), the fraction of reads retained ranged from 80.2 to 88.4% (Fig. S2). Retained reads were then mapped to the *Aquilegia* × *coerulea* ‘Goldsmith’ v3.1 reference transcriptome, generating on average 17.6× to 19.8× sequencing coverage per developmental stage (Fig. S2), and a total of 30,023 raw transcripts were mapped. 

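The deposited files held, for each of 32 libraries (8 at each of s1, s2, s3 and s4), the estimated count, the TPM, the length and the effective length that kallisto gave for 30023 transcripts. A library of s1, s2 or s3 was made from 2 floral buds and a library of s4 from 1. The authors trimmed and filtered the reads before the pseudo-alignment, so that the estimated counts include that filter. Library totals ran from 21502034 (s3 replicate 2) to 31647238 (s4 replicate 5), 847602461 counts in all, with medians of 26627422 at s1, 24274948 at s2, 25957849 at s3 and 28863022 at s4. The estimated counts were rounded to whole numbers and compared between stages with edgeR's quasi-likelihood test on TMM-normalized counts, in 1 fit over all 32 libraries with a term for each stage. A gene was called DE at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 1, and every log2 fold change is the later stage minus the earlier, so that a negative value means a lower level at the later stage. Expression levels are the deposited TPM, as mean ± SD over the 8 libraries of a stage. The files identify genes by locus only and give no genomic positions, and 0 of the 24823 entries of the reference annotation at hand carried these identifiers, so that gene names are those of the paper. Kallisto divides reads that match more than 1 transcript by estimate, which leaves the levels of close paralogs and of neighbouring copies less certain than those of single genes.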

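Of the 30023 transcripts, 1572 had no count in any library. More than 1 CPM in at least 1 of the 32 libraries was reached by 20477 genes, which were the genes tested for differential expression. The same level was reached in at least 8 libraries by 18778 genes and in all 32 by 15616. With length-scaled TPM counts in place of the estimated counts, 20481 genes passed in at least 1 library.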

Subsequently, lowly expressed transcripts were filtered if a transcript had less than 1 million read count in more than 31 samples, which resulted in 20,473 expressed genes in all samples. To conduct a preliminary exploration of the 32 samples, normalized reads of all samples were used to perform a principal component analysis (PCA; Fig. 2a). The two primary PCs explained 76% of the total variance among all samples and a clear clustering by developmental stages was observed (Fig. 2a).

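In the variance-stabilized counts of the 500 genes of highest variance, PC1 held 51.3% and PC2 26.8% of the variance, 78.1% together. Stage accounted for 86.1% of the variance along PC2 (permutation p 1e-05, the smallest that 100000 permutations can give) and for 14.5% of that along PC1 (permutation p 0.22). The PC2 scores rose from -13.9 ± 2.9 at s1 through -5.9 ± 4.7 at s2 and 4.9 ± 3.3 at s3 to 14.9 ± 6.8 at s4 (SD, n = 8 each). The ranges of neighbouring stages touched in s1 (-17.3 to -9.4) and s2 (-11.8 to 0.7) and in s2 and s3 (-0.9 to 9.0), while s3 and s4 (9.5 to 31.0) did not overlap. A single library, s4 replicate 4, set the upper end at 31.0. Without it, PC1 and PC2 held 53.8% and 22.0% of the variance, and stage accounted for 53.6% of PC1 (permutation p 0.00019) and 58.7% of PC2 (permutation p 4e-05), so that stage no longer fell along 1 component. On log2 CPM, the alternative that moved the shares most, PC1 held 38.5% and PC2 22.4%, and stage accounted for 86.7% of PC1. From this plot, the paper states that the samples cluster by developmental stage (Fig. 2a).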

**Figure 2:**
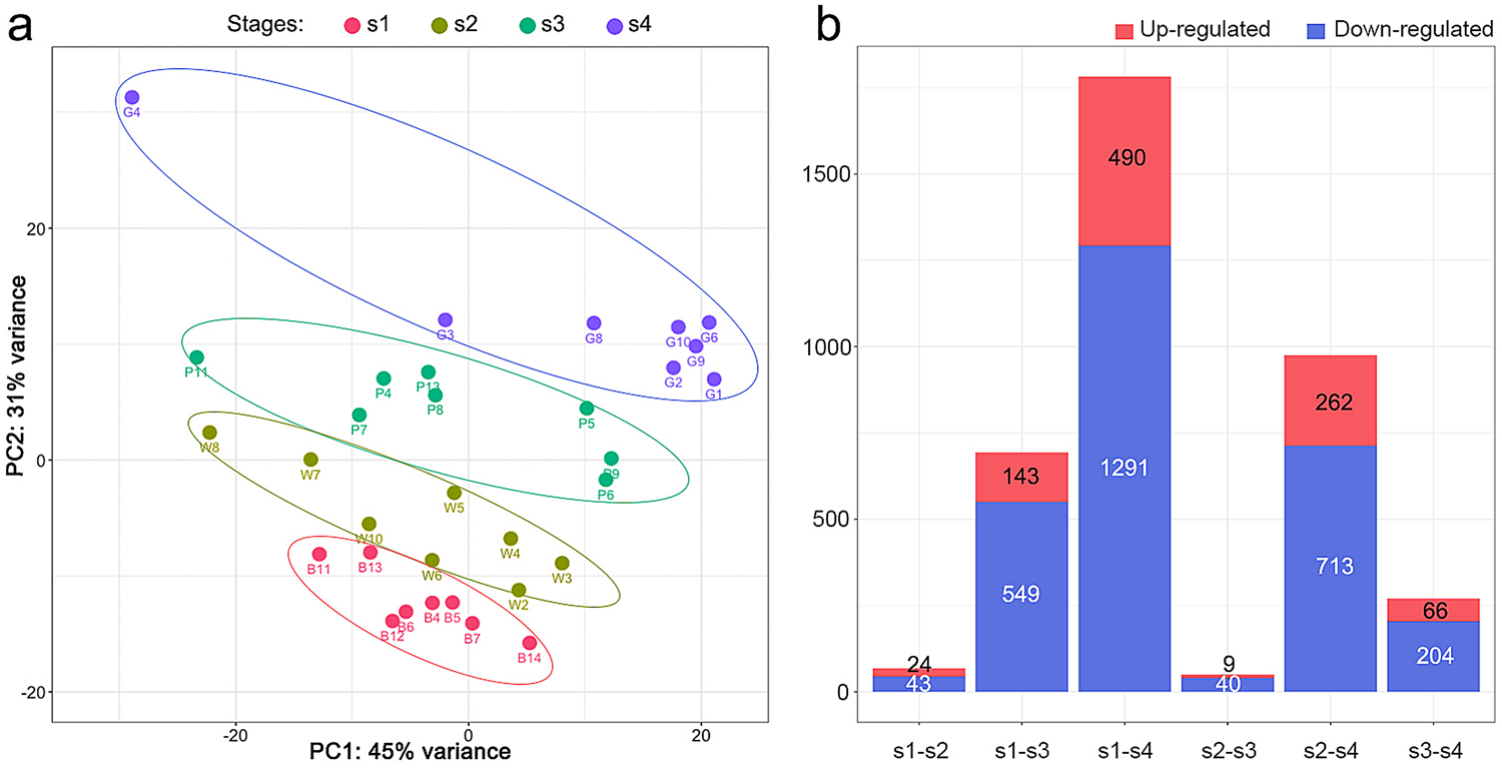
PCA of normalized reads of all samples (**a**) and bar plot summary of DE genes between developmental stages (**b**).

### Differential expression analysis between developmental stages

To identify genes that were significantly differentially expressed (DE) between developmental stages, the log2 fold change of the gene abundance was calculated between different stages. A gene was considered DE if it had an adjusted *p* value of < 0.05 and an absolute value of log2 ratio $$\ge $$ 1. A total of 1944 DE genes were identified, with more genes upregulated at s4 compared to any other developmental stage (Fig. S3; Supp. Data 1). 

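Over the 6 comparisons, 2053 genes passed both thresholds at least once in the edgeR test. The comparisons with s4 held most of them, with 1893 genes between s1 and s4, 1023 between s2 and s4 and 243 between s3 and s4, beside 769 between s1 and s3. At s4, 1496 genes were higher than at s1, 799 higher than at s2 and 180 higher than at s3, and 397, 224 and 63 were lower. An adjusted p under 0.05 at any fold change was reached by 5167, 2999 and 733 genes in these 3 comparisons. Of all 20477 genes, 1081 had all 8 libraries of s1 apart from all 8 of s4, where 99 other splits of these libraries parted at most 24. *Aqcoe5G133100* fell by 4.50 on the log2 scale from s1 to s4 (SE 0.37, edgeR adjusted p 6.6e-11), and *Aqcoe5G279900* fell by 3.16 from s3 to s4 (SE 0.36, edgeR adjusted p 1.5e-06), both with 8 of 8 libraries of the later stage below every earlier one. The count of genes called in any comparison ran from 1545 of 18778 genes with a filter of more than 1 CPM in 8 libraries to 2620 of 28451 without a filter. The s3 to s4 count depended on s4 replicate 4, without which it was 460, and among 100 splits of these 16 libraries into groups of 8, the stage split included, 7 gave at least as many calls as the stages did. All 8 libraries of s3 lay apart from all 8 of s4 in 119 genes, 53 of them among the 243, and no other of these splits parted more than 70 genes.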

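From s1 to s2, 100 genes were higher at the later stage and 22 at the earlier (82.0% later). The later share was 83.9% from s1 to s3 (645 against 124 genes), 79.0% from s1 to s4 (1496 against 397), 82.8% from s2 to s3 (53 against 11), 78.1% from s2 to s4 (799 against 224) and 74.1% from s3 to s4 (180 against 63). It stayed above 50% in every alternative, but it moved by more than 10 points in some. From s1 to s2, limma-voom on length-scaled TPM counts gave 44 genes higher at the later stage and 25 at the earlier (63.8%), and a fit on the 16 libraries of these stages alone gave 53 and 28 (65.4%). From s3 to s4, the residual component as a covariate gave 304 and 177 genes (63.2%), and leaving out s4 replicate 4 gave 261 and 199 (56.7%). Leaving out the same library lowered the later share from s2 to s4 to 67.9%.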

For each pairwise comparison, there were consistently more genes down-regulated at the earlier stage relative to the later stage (Fig. 2b; Supp. Data 1).

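The edgeR test called 122 genes between s1 and s2 and 64 between s2 and s3. An adjusted p under 0.05 without the fold change threshold was reached by 227 and 129 genes, and an unadjusted p under 0.05 by 1610 and 1534. Of all 20477 genes, 71 had all 8 libraries of s1 apart from all 8 of s2, where 99 other splits of these libraries parted at most 21. Those of s2 lay apart from those of s3 in 46 genes, where 1 other split parted more, 132. Among called genes with the libraries apart in this way, the largest rise was that of *Aqcoe5G367500* from s1 to s2 (log2 fold change 3.46, SE 0.58, edgeR adjusted p 0.001, 8 of 8 libraries of s2 above every library of s1), and the largest fall that of *Aqcoe7G438600* (-1.89, SE 0.24, edgeR adjusted p 5.4e-05, 8 of 8 below). From s2 to s3, *Aqcoe3G119000* rose by 4.06 (SE 0.52, edgeR adjusted p 3.7e-05, 8 of 8 above; 4.79 without s2 replicate 4). Over the alternatives, the s1 to s2 count ran from 69 with limma-voom on length-scaled TPM counts to 207 with the first component of the residuals as a covariate. The s2 to s3 count ran from 50 with limma-voom or with the 16 libraries alone to 129 with that component. Leaving out 1 library moved the s1 to s2 count by over 1.5 times in 2 fits, to 73 without s1 replicate 6 and to 77 without s2 replicate 4. Of 100 splits of the 16 libraries into groups of 8, only the stage split itself gave as many as 122 calls. Between s2 and s3, 2 gave as many as 64 calls, the stage split and another with 353.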

A small number of DE genes, 67 and 49, were identified when comparing s1 to s2, and s2 to s3, respectively. Among these 67 and 49 DE genes, only five loci (Table S1) appeared in both comparisons, suggesting that although s2 appeared to be transcriptionally similar to both s1 and s3, the similarities lay in different aspects in each comparison. 

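Called in both comparisons were 11 genes, of which 9 rose at both steps, *AqAHP6* fell at both, and *Aqcoe2G141600* fell by 1.03 and then rose by 1.1 on the log2 scale. The call of *Aqcoe2G141600* held in only 12 and 14 of the 32 fits that left out 1 library each. Of the loci that Table S1 shares, *Aqcoe6G007700* and *AqAHP6* were among the 11, while *Aqcoe1G221100* (1.26, edgeR adjusted p 0.097), *Aqcoe5G328500* (1.17, edgeR adjusted p 0.15) and *Aqcoe5G398700* (-1.27, edgeR adjusted p 0.058) passed from s1 to s2 but not from s2 to s3. Of 11 alternatives, 6, 2 and 6 called these loci from s2 to s3 as well, *Aqcoe1G221100* and *Aqcoe5G398700* in both DESeq2 fits. Without s2 replicate 7 the call of *Aqcoe1G221100* was made (1.55). That of *Aqcoe5G398700* was made without s2 replicate 4, s3 replicate 1, s4 replicate 3 or s4 replicate 4 (-1.63 without s3 replicate 1). That of *Aqcoe6G007700* (1.78) was lost in 6 of the 32 fits that left out 1 library. Because the s2 libraries enter both comparisons, the overlap was set against 40 simulated sets of unchanged libraries, in which edgeR called 0.1 genes from s1 to s2 on average and none in both. Lists of the same length taken by p from those sets shared 8.2 genes on average and 16 at most, 0 of them changed in the same direction at both steps, against 10 of the 11 here. The shared count ran from 4 with the 16 libraries of each comparison alone to 29 with the residual component as a covariate, and was 7 without s2 replicate 3. From the small overlap, the paper proposes that s2 resembles s1 and s3 in different aspects.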

One of the five genes in common, *Aqcoe7G234000*, is the homolog to the *ARABIDOPSIS HISTIDINE PHOSPHOTRANSFER PROTEIN 6* (*AHP6*). It is also the top DE gene that is significantly up-regulated in s1 compared to s2, and among the top DE genes that are up-regulated at s2 compared to s3 (Table S1). 

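*AqAHP6* fell by 1.61 on the log2 scale from s1 to s2 (SE 0.23, edgeR adjusted p 0.00014) and by 1.78 from s2 to s3 (SE 0.25, edgeR adjusted p 0.0001), with 8 of 8 libraries of the later stage below every library of the earlier at each step. Among the called and fully separated genes, only *Aqcoe7G438600* and *Aqcoe5G398700* (-1.73) fell further from s1 to s2, and none fell further from s2 to s3.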

In *A. thaliana, AHP6* is one of the key genes mediating crosstalk between the auxin and cytokinin signaling pathways, and participates in a number of crucial developmental processes, including specifying the founder cells for lateral roots, protoxylem, and protocambium^30^. In shoot apical meristems (SAMs), inflorescence meristems (IMs), and FMs, *AHP6* is involved in the patterning of phyllotaxy and organ initiation^30–32^. In particular, the AHP6 protein functions non-cell-autonomously to create a cytokinin-signaling inhibition field that contributes to the robustness of the auxin-signaling inhibition field for phyllotaxy and organ patterning^31^. 

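*AqAHP6* reached 9.36 ± 2.20 TPM at s1, 3.02 ± 0.378 at s2, 0.867 ± 0.285 at s3 and 0.295 ± 0.176 at s4 (SD, n = 8 each). The libraries ran from 5.60 to 12.2 TPM at s1, from 2.52 to 3.78 at s2, from 0.490 to 1.31 at s3 and from 0.0665 to 0.601 at s4, so that only the ranges of s3 and s4 overlapped. From s3 to s4 it fell by 1.5 on the log2 scale (SE 0.27, edgeR adjusted p 0.00078), with 6 of 8 libraries of s4 below all of s3, and from s1 to s4 by 4.89 (SE 0.28, edgeR adjusted p 3.2e-14, 8 of 8 libraries below).

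**Figure D1:**
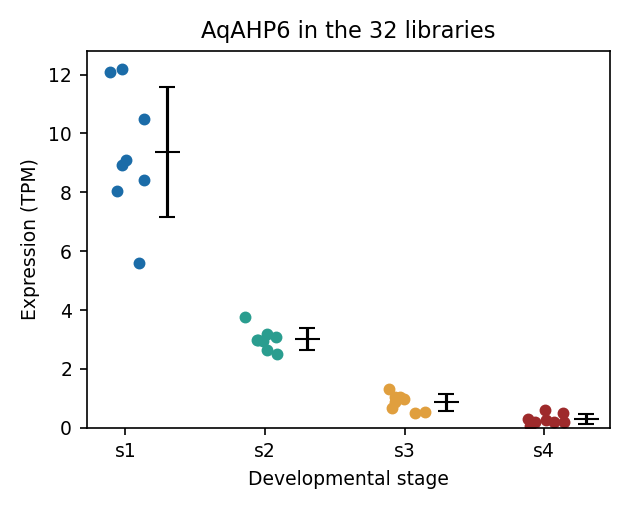
Expression of *AqAHP6* in TPM (vertical axis) by developmental stage (horizontal axis). Each point is a library, the dash and bar are the mean and SD of 8 libraries, and the highest library of s2 (3.78 TPM) lies below the lowest of s1 (5.60 TPM).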

We hypothesize that the *AHP6* homolog in *Aquilegia* is functionally conserved since the expression level of *AqAHP6* sharply declines as organ initiation ceases during the progression of s1 to s4 (Fig. S4).

Among the 24 genes that were found to be significantly up-regulated at s1 relative to s2, *Aqcoe3G399500* is the top DE gene after *AqAHP6* (Table S1). 

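*AqPAN* (*Aqcoe3G399500*) was 1 of 22 genes called lower at s2 than at s1, and without s1 replicate 6 that number was 12. Its level went from 52.9 ± 9.95 TPM at s1 to 21.8 ± 6.18 at s2 (SD, n = 8), a log2 fold change of -1.25 (SE 0.16, edgeR adjusted p 4.1e-05). The lowest library of s1, at 41.1 TPM, lay above the highest of s2, at 32.4 TPM. The fall reached 2.92 on the log2 scale by s4.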

The *A. thaliana* homolog of this locus is *PERIANTHIA* (*PAN*), which has been shown to regulate floral architecture and directly activate the expression of the C-class gene *AGAMOUS* (*AG*)^33^. 

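Levels of *AqCUC3*, *AqHAN*, *AqSAP* and *AqAIL6* all fell from s1 to s2. *AqCUC3* went from 31.7 ± 9.63 to 14.7 ± 2.91 TPM (SD, n = 8; log2 fold change -1.09, SE 0.18, edgeR adjusted p 0.001) and *AqSAP* from 38.4 ± 8.08 to 15.9 ± 4.05 TPM (-1.25, SE 0.19, edgeR adjusted p 0.00028), each with 8 of 8 libraries of s2 below every library of s1. *AqAIL6* went from 11.6 ± 3.00 to 5.41 ± 1.61 TPM (-1.08, SE 0.18, edgeR adjusted p 0.001, 6 of 8 below) and *AqHAN* from 38.1 ± 10.2 to 16.6 ± 5.35 TPM (-1.18, SE 0.28, edgeR adjusted p 0.027, 8 of 8 below). *AqHAN* (60.2 TPM) and *AqSAP* (55.1 TPM) stood highest in s1 replicate 6, without which the fold change was -0.96 for *AqCUC3* and -0.97 for *AqAIL6*, under the threshold, and *AqHAN* was not called (-1.06). The call of *AqHAN* was also lost without s1 replicate 3 (-1.17), s1 replicate 8 (-1.15), s2 replicate 3 (-1.12), s2 replicate 4 (-1.11), s2 replicate 6 (-1.12) or s2 replicate 7 (-1.13).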

Homologs of other genes that specify meristem and organ primordia boundaries during early floral development also appeared to be significantly up-regulated at s1, including *CUP SHAPED COTYLEDON3*^34^ (*AqCUC3*; *Aqcoe6G165500*) and *HANABA TARANU*^35^ (*AqHAN*; *Aqcoe5G190300*), as well as loci that are known to regulate floral organ size and growth, such as *STERILE APETALA*^36^ (*AqSAP*; *Aqcoe1G384300*) and *AINTEGUMENTA-like 6*^37^ (*ATL6/PLT3*; *Aqcoe6G092100*).

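*AqMUTE* and *AqEPF1* stood low at s1, at 2.01 ± 1.22 and 1.70 ± 0.918 TPM, and reached 5.91 ± 2.25 and 4.49 ± 0.697 TPM at s2 and 7.15 ± 2.08 and 7.10 ± 2.83 TPM at s4 (SD, n = 8 each). From s1 to s2, *AqMUTE* rose by 1.56 on the log2 scale (SE 0.31, edgeR adjusted p 0.0069), with 4 of 8 libraries of s2 above all of s1, and *AqEPF1* by 1.40 (SE 0.29, edgeR adjusted p 0.0081), with 7 of 8 above. In a fit on the 16 libraries of s1 and s2 alone, *AqMUTE* kept its rise but its adjusted p was 0.052, the highest over 11 alternatives (the lowest was 8.9e-05). Neither gene changed detectably from s2 to s3 (0.36 and 0.35) or from s3 to s4 (-0.04 and 0.34).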

Interestingly, two key genes controlling stomata development in various plant lineages, *AqMUTE* and *AqEPF1*^38,39^, were both expressed at very low levels at s1, but significantly up-regulated in s2 followed by consistent high expression at later stages (Fig. S4). This may suggest that although s1 sepals have already achieved reasonable sizes, stomatal development does not initiate until s2. Other genes that were shown to be up-regulated in s2 compared to s1 include the adaxial identity gene *AqCRC*, which is consistent with previous studies showing that strong *AqCRC* expression coincident with the initiation of the carpel primordia^15^.

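*AqCRC* rose from 11.4 ± 8.94 TPM at s1 to 37.3 ± 7.25 at s2 and stayed at 31.6 ± 4.29 at s3 and 30.5 ± 9.76 at s4 (SD, n = 8 each). The s1 libraries varied widely, from 0.958 to 27.5 TPM. The rise from s1 to s2 was 1.72 on the log2 scale (SE 0.38, edgeR adjusted p 0.016), with 7 of 8 libraries of s2 above all of s1. Over 11 alternatives the adjusted p ran from 0.00057 to 0.093, the highest from the 16 libraries of s1 and s2 alone, where the gene was not called.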

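*Aqcoe7G055500* fell by 1.38 on the log2 scale from s2 to s3 (SE 0.21, edgeR adjusted p 0.0003), with 8 of 8 libraries of s3 below every library of s2. Among the separated genes of that comparison, *AqAHP6* and the neighbouring locus *Aqcoe7G055600* (-1.55, SE 0.30, edgeR adjusted p 0.0058, 8 of 8 below) fell further. Reads shared between the neighbouring loci *Aqcoe7G055500* and *Aqcoe7G055600* are divided by estimate, so that the level of each is less certain.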

The top DE gene that is up-regulated in s2 relative to s3, *Aqcoe7G055500*, encodes a non-specific serine-threonine kinase with a predicted RNA-binding domain, which does not appear to be a member of any of the better-known serine-threonine classes^40^. Its homolog in *A. thaliana*, *AT5G51800*, has not been studied functionally but is highly expressed in the shoot apex, inflorescence meristem, developing carpels, and stigma (Arabidopsis eFP Browser 2.0). However, this gene is highly expressed at s2 in the current study, in which the FM has just completed organ primordia initiation, and it will, therefore, be interesting to examine its function in early *Aquilegia* floral development.

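*Aqcoe7G055500* stood at 22.3 ± 3.73 TPM at s1, 14.3 ± 3.03 at s2, 5.52 ± 1.51 at s3 and 1.75 ± 0.686 at s4 (SD, n = 8 each), highest at s1. The fall from s1 to s2, 0.61 on the log2 scale, did not pass the test (SE 0.20, edgeR adjusted p 0.2, 7 of 8 libraries of s2 below all of s1), while that from s3 to s4 did (-1.60, SE 0.21, edgeR adjusted p 1.4e-05, 8 of 8 below).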

Gene ontogeny (GO) analysis of DE genes revealed a wide range of enrichment terms for every DE comparison except for [s1 vs. s2] and [s2 vs. s3], likely due to the small numbers of DE genes in these two comparisons, as mentioned above (Supp. Data 2). In general, there seems to be a large portion of overlap in GO terms in DE genes that were up- or down-regulated during early stages compared to later stages (Fig. 3a). For instance, GO terms that are related to organ formation, patterning, and development are enriched for DE genes that are up-regulated at s1 and s2. On the other hand, genes that are up-regulated at s3 and s4 are heavily enriched in metabolic and enzymatic activities, including active transmembrane transportation, carboxylesterase activity, oxidoreductase activity, and glucosyltransferase activity, all of which are involved in broader metabolic processes during plant development.

**Figure 3:**
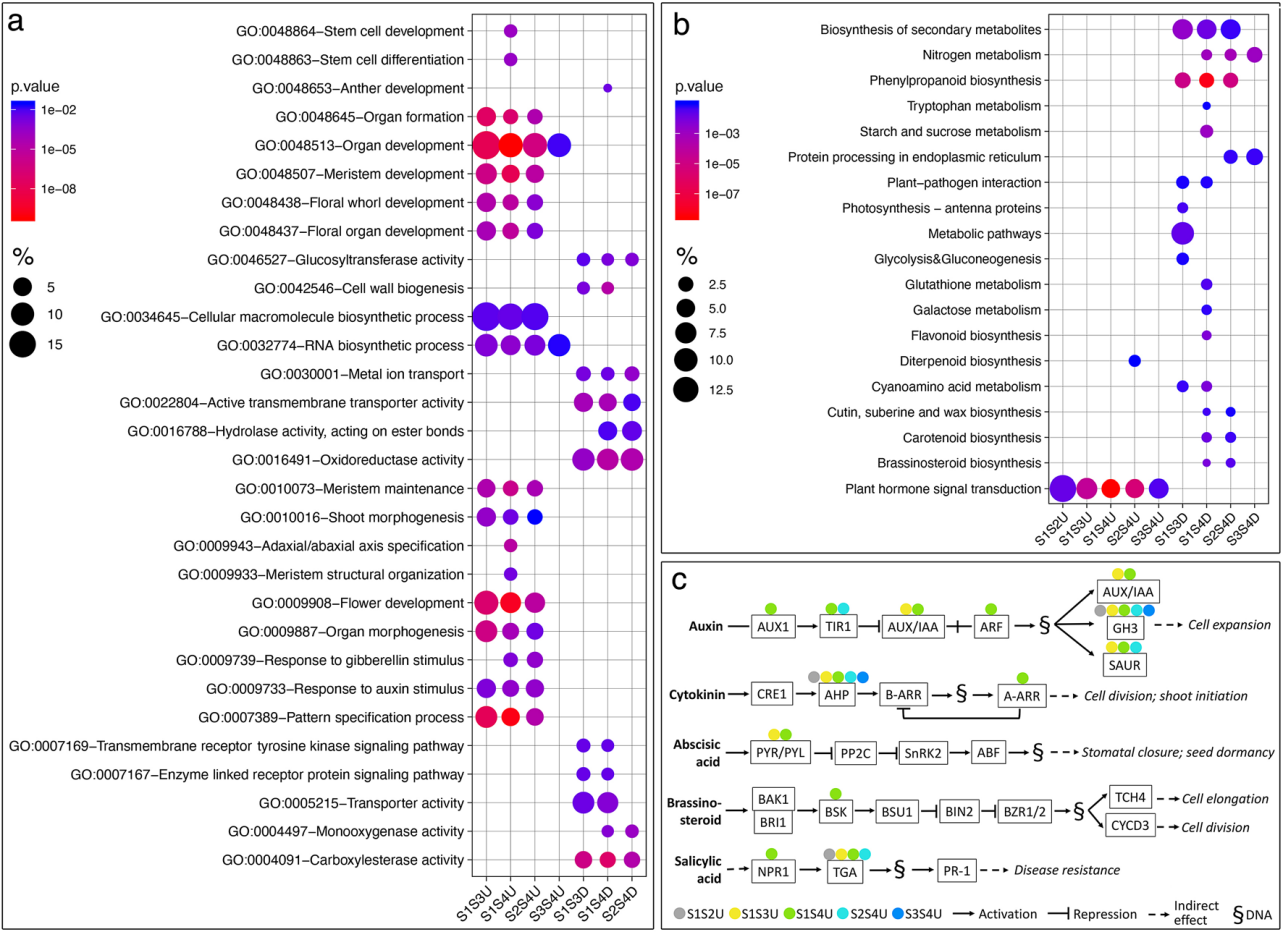
GO term and KEGG pathway enrichment analysis of DE genes. (**a**) Selected enriched GO terms from different DE comparisons. (**b**) Selected enriched KEGG pathways from different DE comparisons. (**c**) Enriched plant hormone signal transduction pathways from different DE comparisons. % in a and b were calculated as: number of genes that hit the specific GO term or KEGG pathway/total number of genes in the input DE list*100. Each DE comparison is noted as: earlier stage vs. later stage, up- (U) or down (D)-regulated at the earlier stage.; for instance: S1S2U means genes that are DE between s1 and s2 and are up-regulated at s1.

Subsequently, we conducted KEGG pathway enrichment analysis with the DE genes, and we observed a similar pattern for genes that are up-regulated in s4, in that they participate in various metabolic pathways (Fig. 3b). For instance, genes involved in nitrogen metabolic pathways are up-regulated and enriched in s4, indicating active amino acid biosynthesis and protein synthesis at s4 compared to earlier developmental stages. On the other hand, all the genes that are up-regulated at the earlier stages in each DE comparison are almost exclusively enriched in plant hormone signal transduction pathways (Fig. 3b).

We then examined the hormonal signaling pathways that were enriched for each DE list, which revealed several interesting points (Fig. 3c). Firstly, all DE lists contained genes in the auxin signaling pathways. 

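Auxin genes of the hormone list changed in both directions between s1 and s4. Among those higher at s1 were the homologs of *TIR1* (*Aqcoe2G310400*, -1.08, SE 0.17, edgeR adjusted p 1.3e-05, 8 of 8 libraries of s4 below all of s1), *LAX2* (-1.11), *ARF5* (-1.03), *IAA3* (-1.20), *GH3.9* (-1.67) and *GH3.1* (-3.98) and a pair of *SAUR* loci (-1.66 and -3.27). Higher at s4 were the homologs of *ARF2* (1.15, SE 0.40, edgeR adjusted p 0.031, 4 of 8 libraries above), *IAA11* (4.60) and *IAA14* (*Aqcoe2G360200*, 1.36, and *Aqcoe5G040500*, 1.66) and another pair of *SAUR* loci (1.30 and 1.96). The *ARF19* homolog, at -0.99, stood just under the fold change threshold (edgeR adjusted p 1.2e-05, 8 of 8 libraries below) and passed it without s1 replicate 1 (-1.01), s1 replicate 2 (-1.02), s1 replicate 4 (-1.01), s1 replicate 8 (-1.02), s4 replicate 3 (-1.07) or s4 replicate 4 (-1.09). Leaving out s4 replicate 4 took the change of *IAA11* to 2.93 (8.18 TPM in that library, 0.312 to 0.651 in the other s4 libraries), that of *GH3.1* to -5.08 and the larger *SAUR* fall to -4.43, all still called. The call of *LAX2* rested on that library, without which its fold change was -0.97. That of *ARF2* was lost without s1 replicate 1 (1.08), s1 replicate 4 (1.04), s1 replicate 5 (1.04), s1 replicate 7 (1.1), s4 replicate 1 (1.05), s4 replicate 3 (1.07) or s4 replicate 6 (1.06), and that of *ARF5* without s4 replicate 1 or s4 replicate 5 (-0.99 in each case).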

The DE genes up-regulated in s1 compared to s4 included genes in all major components in auxin signaling, while all other DE lists only showed enrichment in a few components in the pathway. This indicates a gradual decrease in the number of highly expressed auxin signaling genes from s1 to s4. 

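*AqAHP6* was called in each of the 6 comparisons, always with the lower level at the later stage. Besides the steps between neighbouring stages, it fell by 3.4 on the log2 scale from s1 to s3 (SE 0.26, edgeR adjusted p 1.2e-10) and by 3.28 from s2 to s4 (SE 0.27, edgeR adjusted p 2.3e-10), with 8 of 8 libraries of the later stage below every earlier library in both.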

Secondly, as mentioned previously, *AqAHP6* appeared to be differentially expressed at the earlier stages in all DE comparisons, which was also captured by the KEGG pathway analysis as enriched in AHP family members. 

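Of the response regulator homologs on the hormone list, that of *ARR9* (*Aqcoe2G039200*) fell from 7.76 ± 1.55 TPM at s1 to 4.08 ± 2.17 at s4 (SD, n = 8), a log2 fold change of -0.86 (SE 0.30, edgeR adjusted p 0.036, 6 of 8 libraries of s4 below all of s1) that stayed under the fold change threshold. It was called with the residual component as a covariate (-1.03), by limma-voom on length-scaled TPM counts (-1.07) and without s4 replicate 2 (-1.01). The homolog of *ARR8* (*Aqcoe1G041400*) rose from 0.771 ± 0.191 to 3.32 ± 1.17 TPM (2.18, SE 0.41, edgeR adjusted p 0.00015, 8 of 8 libraries above).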

Besides *AqAHP6*, homologs of the Arabidopsis Response Regulator (ARRs) proteins were shown to be up-regulated in s1 compared to s4, and ARRs are downstream of AHPs in the cytokinin signaling pathway, which emphasizes the decrease in cytokinin signaling from s1 to s4. Thirdly, genes that are up-regulated at s1 compared to s4 are detected from the abscisic acid, brassinosteroid, and salicylic acid signaling pathways, suggesting a complex interplay between multiple plant hormone pathways during the early stages of floral development.

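The hormone list held 25 genes, 14 of them lower at s4 than at s1 (10 called) and 11 higher (11 called). An adjusted p under 0.05 was reached by 23 of them over all genes tested and by 25 adjusted over the list alone, where 22 also passed the fold change threshold. The list was drawn from the study's own calls on these samples, so that the latter is not independent evidence. Of a pair of *PYL4* homologs, *Aqcoe2G083100* fell by 1.58 on the log2 scale (SE 0.46, edgeR adjusted p 0.011, 6 of 8 libraries of s4 below all of s1) and *Aqcoe1G150400* rose by 1.37 (SE 0.43, edgeR adjusted p 0.017, 3 of 8 above). The *BSK1* homolog fell by 0.78 without passing the test (SE 0.36, edgeR adjusted p 0.1, 7 of 8 below), and passed by limma-voom (-1.22) and without s4 replicate 6 (-1.11). The homologs of *TGA9* (*Aqcoe1G446200*, 4.96, and *Aqcoe2G141600*, 2.75) and *TGA10* (4.2) were higher at s4. From the genes higher at s1, the paper proposes a complex interplay of hormone pathways in early stages.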

We profiled the expression of type-II MADS-box genes^41,42^ and class-I KNOTTED-like homeodomain (KNOX) genes^14^, because many members of these families are known to play important roles during early floral development, along with additional homologs of genes involved in FM identity and maintenance (Fig. 4). Among the type-II MADS-box genes, the C-class gene *AqAG2* and *AGAMOUS-LIKE 12* (*AqAGL12*) showed a significant increase in the expression levels from s1 to s4. This might be expected for *AqAG2*, which is known to be strongly expressed in carpels^10^, but expression of *AqAGL12* has not previously been investigated in *Aquilegia*. 

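*AqAG2* rose from 5.35 ± 3.15 TPM at s1 to 19.8 ± 10.7 at s4 (SD, n = 8), a log2 fold change of 1.96 (SE 0.31, edgeR adjusted p 1.6e-05), with 6 of 8 libraries of s4 above all of s1. *AqAGL12* rose from 0.466 ± 0.264 to 5.90 ± 3.27 TPM (3.68, SE 0.45, edgeR adjusted p 2.3e-07, 7 of 8 above). Both stood highest at s1 in s1 replicate 7, at 12.3 and 1.07 TPM.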

While the majority of the MADS-box genes showed a decrease in their expression levels from s1 to s4, this trend was only significant for *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*AqSOC1.1*), *FRUITFULL-LIKE 2* (*AqFL2*), *SEPALLATA1* (*AqSEP1*) and *APETALA3-3* (*AqAP3-3*) (Fig. 4). Similarly, most of the class-I KNOX genes and FM-related genes showed the highest expression levels at s1 with a decrease at subsequent stages, but *AqKXL3* appeared to be expressed at the highest levels at s2 (Fig. 4).

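Of the 20 MADS-box genes of Fig. 4, 14 had a lower fitted level at s4 than at s1 and 6 a higher one, and 12 had their highest mean TPM at s1. *AqFL1*, at 0.01, was the only one to change sign in any of 11 alternatives. An adjusted p under 0.05 was reached by 15 genes, over all genes tested and adjusted over the list alone, and 7 of these passed the fold change threshold, 5 falling and 2 rising. The falling genes were *AqSOC1.1* (-1.98), *AqSEP1* (-2.02), *AqAGL6* (-1.46, SE 0.11, edgeR adjusted p 1.1e-11, 8 of 8 libraries of s4 below all of s1), *AqFL2* (-1.36) and *AqAP3-3* (-1.08, edgeR adjusted p 2.4e-06). *AqAP3-3* stood at -1.0 without s4 replicate 4, just short of the threshold, whereas *AqAP3-1* (-0.90) was called only without that library (-1.09 in each of the fits that lacked it). *AqFL2* lies beside other *FL* and *SEP2* loci by identifier, and reads shared among them are divided by estimate.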

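Among the 15 KNOX and FM genes of Fig. 4, 12 were lower at s4 than at s1, 9 of them past both thresholds, and 10 had their highest mean TPM at s1. Adjusted over the list alone, 10 had an adjusted p under 0.05, against 9 over all genes tested. *AqWUS* fell from 21.4 ± 5.51 TPM at s1 to 6.64 ± 3.76 at s4 (SD, n = 8; log2 fold change -1.62, SE 0.37, edgeR adjusted p 0.0013, 8 of 8 libraries below). *AqKXL3* went from 47.6 ± 9.81 TPM at s1 to 72.0 ± 11.9 at s2, 36.8 ± 9.62 at s3 and 14.1 ± 3.13 at s4. Its step from s1 to s2 was 0.62 on the log2 scale (SE 0.16, edgeR adjusted p 0.039, 6 of 8 libraries of s2 above all of s1) and from s2 to s3 -0.96 (SE 0.16, edgeR adjusted p 0.00078, 7 of 8 below), both under the fold change threshold. The latter passed it without s2 replicate 4, s2 replicate 5, s3 replicate 3, s3 replicate 6 or s3 replicate 7 (as low as -1.05).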

**Figure 4:**
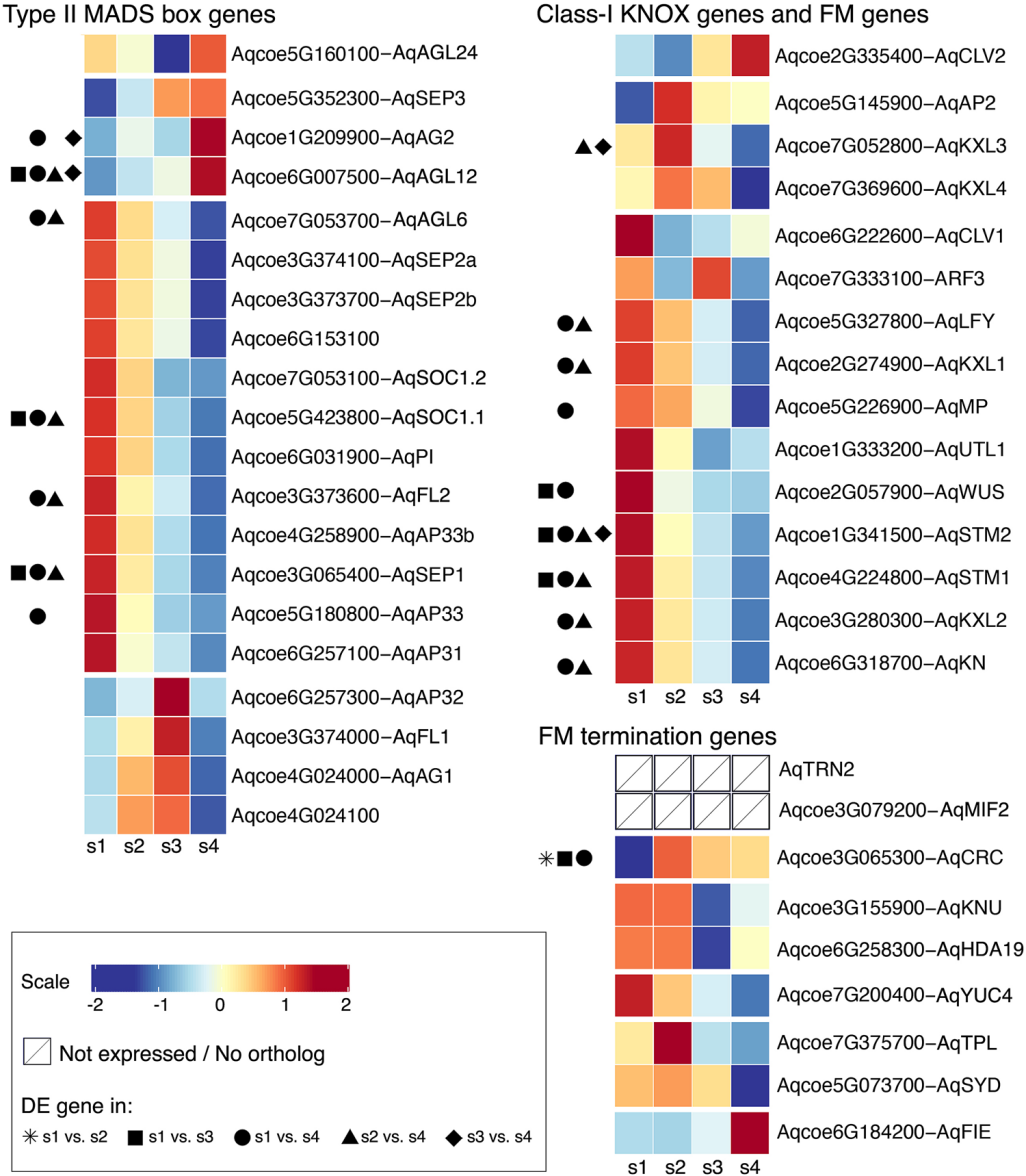
Expression profiles of type-II MADS-box genes, class-I KNOX genes, and genes involved in FM maintenance and termination pathways. Expression levels of each gene over the developmental stages were scaled as the average expression of all biological replicates per stage subtracted by the average expression of all replicates of all stages, then divided by the standard deviation of the expression of all replicates of all stages. DE genes were indicated with symbols of each DE comparison.

Since the meristem stages we sampled captured the transition from organ primordia initiation to FM termination (i.e. the end of organogenesis), we also examined the expression of the homologs of genes in the known FM termination pathways^4,5,43–46^ (Fig. 4). Interestingly, several lines of evidence suggest limited conservation of these pathways, particularly the *KNU*-*WUS* pathway, between *A. thaliana* and *A. coerulea*. 

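*AqKNU* stood at 10.9 ± 4.85 TPM at s1, 10.9 ± 2.40 at s2, 6.62 ± 2.97 at s3 and 8.66 ± 4.41 at s4 (SD, n = 8 each). The step from s2 to s3, -0.71 on the log2 scale, did not pass the test (SE 0.28, edgeR adjusted p 0.45, 6 of 8 libraries of s3 below all of s2), nor did that from s1 to s4 (-0.27, SE 0.28, edgeR adjusted p 0.51). A single library, s1 replicate 7 at 22.2 TPM, lay far above the rest of s1.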

In *A. thaliana, KNU* has been shown to be essential in terminating the expression of *WUS* in the FM, and continuous expression of *KNU* appeared to be necessary to maintain the suppression of *WUS* via both transcriptional suppression and heterochromatinization^44^, but the expression of *AqKNU* (Figs. S4 and S6) decreased after s2. Furthermore, *KNU* and *SPLAYED* (*SYD*) function antagonistically by competing for a binding site in *WUS* promoter, but *AqKNU* and *AqSYD* showed similar, rather than the opposite, patterns of expression over s1 to s4 (Fig. S4). Additionally, FERTILIZATION-INDEPENDENT ENDOSPERM (FIE) is a key polycomb repressive complex2 component, which has been shown to physically interact with KNU to deposit repressive H3K27me3 marks and maintain the stable silencing of *WUS* in later developmental stages^44^. 

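*AqSYD* stood at 38.9 ± 7.64 TPM at s1, 39.5 ± 9.38 at s2, 38.3 ± 10.5 at s3 and 32.5 ± 12.6 at s4 (SD, n = 8 each). Its change was -0.04 on the log2 scale from s2 to s3 and -0.14 from s1 to s4 (SE 0.19, edgeR adjusted p 0.62), within the spread between libraries, with an adjusted p between 0.0041 and 0.68 over 11 alternatives, and s4 replicate 4 held its highest level, 61.1 TPM. With all 32 libraries, neither *AqSYD* nor *AqKNU* passed the edgeR test in either comparison.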

Unlike what was observed in silencing *FIE* expression in *A. thaliana*, however, a previous study has shown that the silencing of *AqFIE* did not lead to indeterminacy in the flowers^47^. 

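*AqMIF2* had 91 counts over all 32 libraries, between 0 and 14 in a library, and did not reach the level at which genes were tested.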

MINI ZINC FINGER2 (MIF2) was shown to be a component of a protein complex together with KNUCKLES (KNU), TOPLESS (TPL) and HISTONE DEACETYLASE-like 19 (HDA19) to suppress the expression of *WUS* in the FM^43^, but the read counts of the *MINI ZINC FINGER2* (*MIF2*) homolog were extremely low in all sample of all stages and this gene is considered as not expressed in our dataset. Besides the *KNU-WUS* pathway, *TORNADO2* (*TRN2*) functions downstream of *CRC* in coordinating FM termination and carpel primordia formation in *A. thaliana*^46^, but phylogenetic analysis did not recover any ortholog of *TRN2* the *Aquilegia* genome (Fig. S5). These findings suggest that the *A. thaliana* mechanisms controlling FM termination are not well conserved in *Aquilegia*.

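Of the 8 termination genes of Fig. 4, 7 were expressed at a level that was tested. From s1 to s4, 3 of these were lower and 4 higher, 1 was called (*AqCRC*, 1.47, SE 0.38, edgeR adjusted p 0.0042, 5 of 8 libraries of s4 above all of s1), and 2 had an adjusted p under 0.05, over all genes tested and adjusted over the list alone. The signs of *AqTPL* (0.01) and *AqHDA19* (0.02) changed in some of the 11 alternatives. From the patterns of *AqKNU*, *AqSYD* and *AqMIF2*, with evidence from outside these libraries, the paper proposes that the mechanisms of FM termination known in *A. thaliana* are not well conserved in *Aquilegia*.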

### Gene co-expression analysis, identification of module hub genes, and network construction of modules of interest

The DE analysis provided us with a good starting point of what genes might be functionally relevant to a certain developmental stage based on the changes in their expression levels, but a strong limitation for DE analysis is that each gene is considered in isolation while in reality, genes and gene products function in networks. In order to discover co-expressed genetic modules that are significantly associated with different stages during early floral development in *Aquilegia*, we conducted weight gene co-expression network analysis (WGCNA) using the RNA-seq data (refer to Fig. S1 for an illustrated workflow). Using a soft threshold power = 5 (Fig. S7), a total of 24 co-expression modules were constructed from 18,303 genes, with the smallest module (darkgrey) containing 21 genes and the largest module (turquoise) containing 6206 genes (Fig. 5a). 

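The p-values of Table S2 correspond to 29 libraries. Among the 4960 ways to leave out 3 of the 32 libraries, leaving out s2 replicate 7, s3 replicate 7 and s4 replicate 4 came closest to the trait significances of the 104 genes of Table S2, with a mean absolute difference of 0.00014 against 0.00531 for the next set and 0.0506 for all 32 libraries. The paper gives no reason for leaving out a library. Along PC1 these 3 libraries had the lowest scores of their stages, -29.1 for s2 replicate 7 (the other 7 ran from -18.1 to 13.2), -31.5 for s3 replicate 7 (-13.2 to 16.1) and -37.2 for s4 replicate 4 (-5.91 to 26.5). Over the 29 libraries, 18303 genes had a count of at least 10 in at least 29 of the 32 libraries, and their length-scaled TPM counts gave 55 groups that merged into 24 modules, the smallest with 22 genes and the largest with 7696. Over all 32 libraries, with genes removed that had a count under 10 in 29 or more libraries, 21777 genes gave 54 groups and 20 modules, of 20 to 10502 genes. The number of modules over 32 libraries moved most with a soft threshold power of 8, to 31, and with modules merged at an eigengene distance of 0.3, to 13. Modules came from an own implementation of the tree cut with the settings of the paper.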

Subsequently, we looked at the association between the modules and the four developmental stages by correlating the eigengene value (i.e. a value equivalent to the first component of the module; a singular value decomposition to summarize the expression levels of all genes in that module) of the modules with the stages. Among the 24 modules, we determined three modules to be of particular interest based on their correlation (Fig. 5a) and close distance in the hierarchical dendrogram clustering (Fig. 5b): the green module for its strong association with s1, and the brown and magenta modules for their strong association with s4. 

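Each of the modules was matched to the re-derived module that held most of its hub genes in Table S2, and r and rho are Pearson's and Spearman's correlations of the eigengene with the 0/1 indicator of a stage, with permutation p and Benjamini-Hochberg adjustment over all modules and the 4 stages. Over the 29 libraries, 32 of the 33 green-s1 hub genes lay in a module of 1569 genes, whose eigengene held 45.2% of their variance and followed s1 (r 0.804, permutation p 1e-05, adjusted 0.00032; rho 0.765, permutation p 1e-05, adjusted 0.00024; r 0.749 without s1 replicate 6 and s1 replicate 8, the libraries farthest from the median). A single module of 848 genes held 50 of the 56 brown-s4 and 11 of the 14 magenta-s4 hub genes, and its eigengene (68.1% of the variance) followed s4 (r 0.81, permutation p 1e-05, adjusted 0.00032; rho 0.703, adjusted 0.00024; r 0.745 without s4 replicate 1 and s4 replicate 5). Over all 32 libraries, 1 module of 3984 genes held 25, 50 and 10 of the hub genes of green-s1, brown-s4 and magenta-s4. Its eigengene (39.4% of the variance) followed s1 (r 0.647, permutation p 0.00012, adjusted 0.0014; rho 0.719, adjusted 0.00013; r 0.662 without s4 replicate 1 and s4 replicate 5) and, with the opposite sign, s4 (r 0.812, permutation p 1e-05, adjusted 0.00016; rho 0.743; r 0.762 without the same libraries). On this eigengene, taken to rise towards s4, the libraries left out of the 29 stood at -0.19 (s2 replicate 7), -0.06 (s3 replicate 7) and 0.16 (s4 replicate 4), against -0.13 to -0.01, -0.02 to 0.15 and 0.14 to 0.34 in the other 7 libraries of their stages. With length-scaled TPM counts over 32 libraries, the module of the brown-s4 hub genes no longer followed s4 past the threshold (r 0.448, adjusted p 0.079, where the other settings gave 0.638 or more). From the correlations and the dendrogram, the paper states that these modules are of particular interest for s1 and s4.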

We will refer to the modules as green-s1, brown-s4, and magenta-s4 hereafter for clarity.

**Figure 5:**
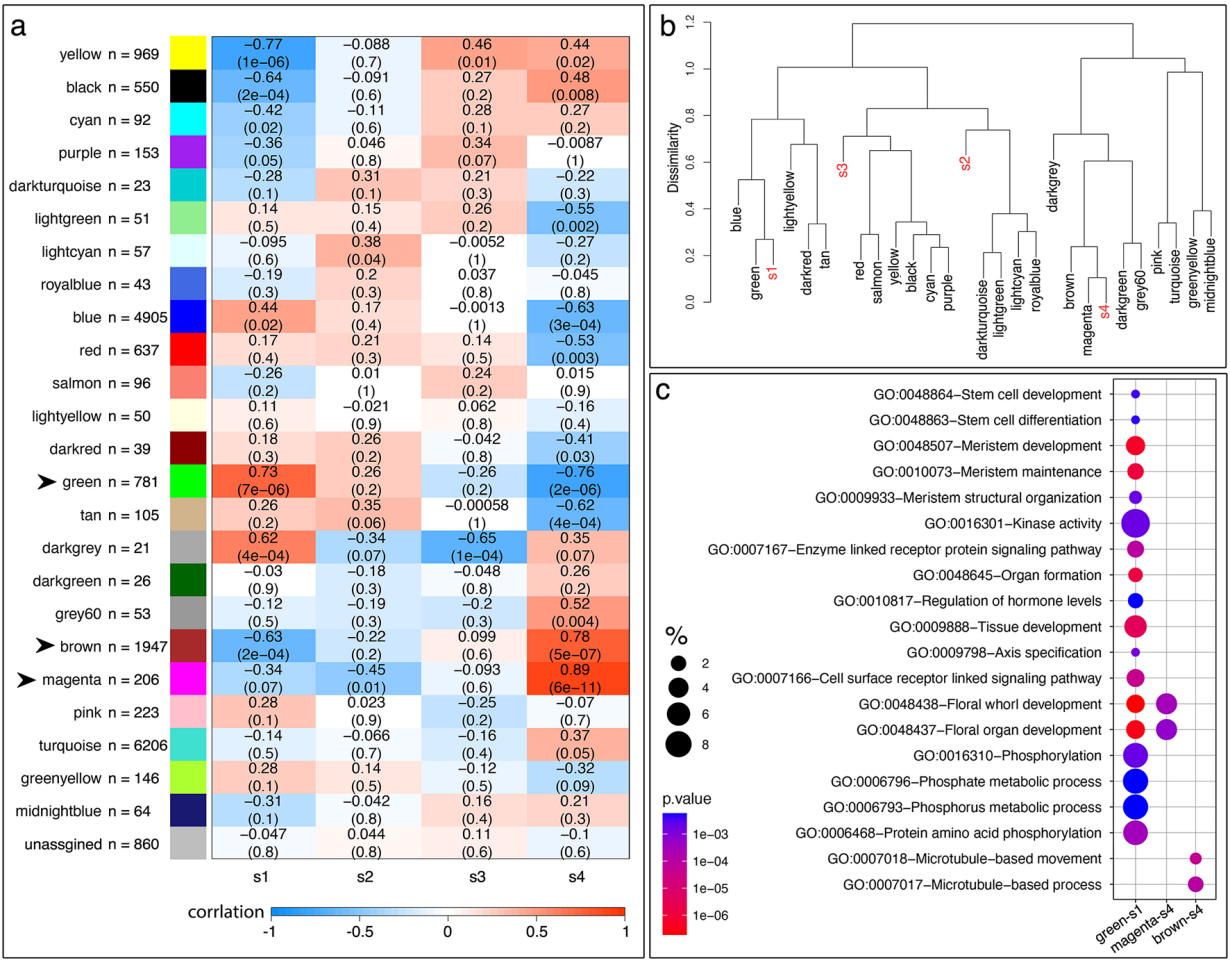
Associating gene co-expression modules with developmental stages. (**a**) Correlation between module eigengene values and the developmental stages. The first number in each cell represents the correlation value, and the second number in the parenthesis represents the p-value of the correlation. Arrowheads pointed to modules of interest. (**b**) Hierarchical clustering dendrogram of the eigengenes of modules and the developmental stages. (**c**) Selected GO term enriched from modules of interest. % was calculated as: number of genes hit the specific GO term/total number of genes in the input list*100.

To obtain a broad overview of genes in the three modules of interest, we performed GO and KEGG pathway analysis on these modules (Fig. 5c; Supp. Data 2). GO analysis revealed that although the green-s1 module has a moderate size (781 genes) compared to other modules, it has the largest number of enriched GO terms, most of which are specific to early floral developmental stages, such as stem cell/meristem maintenance and development, axis specification, and organ formation (Fig. 5c; Supp. Data 2). On the other hand, the brown-s4 module has a relatively large number of genes (1947 genes) but only two highly related cellular process GO terms are found to be significant, microtubule-based processes and movement (Fig. 5c; Supp. Data 2). The magenta-s4 module also shows strong and significant association with s4, but genes in this module are enriched in “floral whorl” and “floral organ development”, particularly in androecium, perianth, and gynoecium development (Fig. 5c; Supp. Data 2). This suggests that the WGCNA has identified modules that are significantly associated with different aspects of floral development at s4: genes in the brown-s4 module appear to be focused on the rapid growth of all floral organs in s4, in which active mobilization of the microtubules is necessary for rapid cell expansion; while genes in the magenta-s4 module are specific to the elaboration and maturation of each floral organ identity.

KEGG analysis revealed that the green-s1 and brown-s4 modules both contain genes that are involved in the starch and sucrose metabolism pathways (Supp. Data 2). In addition, genes in the green-s1 module are significantly enriched in the plant hormone signal transduction pathways, and genes in the brown-s4 module are significantly enriched in several sugar metabolic pathways, including fructose and mannose metabolism, and amino sugar and nucleotide sugar metabolism (Supp. Data 2). Sugar metabolism has been implicated in various aspects of plant development, especially the amino sugar and nucleotide sugar interconversion pathways that are required for cell wall biosynthesis^48^. Together with the GO enrichment in microtubule-based movement and processes for module brown-s4, this again emphasizes the initiation of rapid organ growth during s4 of floral development in *Aquilegia*. No pathway enrichment was found for genes in the magenta-s4 module, possibly due to the small module size.

Subsequently, we identified the potential hub genes of each module of interest based on the value of signed module membership (MM) and trait significance (TS). The former describes the correlation between a gene and the eigengene value of a module, while the latter describes the correlation between a gene and the trait of interest; the potential hub genes of a module should have significant and strong correlations with both MM and TS (Figs. S1 and S8). We, therefore, defined the hub genes as having their absolute values of MM and TS above the 90th percentile of the distribution of MM and TS of all the genes of the module. This approach identified 33, 56, and 14 hub genes for the green-s1, brown-s4, and magenta-s4 modules, respectively (Fig. 6; Table S2). Moreover, although every gene is connected to all other genes in a module, the strengths of the connection between gene pairs vary and the hub genes, by definition, should have the strongest values of connectivity. 

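Over the 29 libraries, the absolute correlation of a hub gene's variance-stabilized counts with its stage ran from 0.707 to 0.833 (median 0.746) for green-s1, from 0.73 to 0.853 (median 0.762) for brown-s4 and from 0.832 to 0.925 (median 0.863) for magenta-s4, and the absolute rho from 0.728 to 0.775, 0.616 to 0.742 and 0.693 to 0.742. Over all 32 libraries the absolute r ran from 0.535 to 0.829 (median 0.711), from 0.487 to 0.851 (median 0.712) and from 0.821 to 0.933 (median 0.865). In both sets, all 103 genes had the sign given in Table S2 and a permutation p under 0.05 after Benjamini-Hochberg adjustment over the hub genes of the module, by r and by rho, and kept their sign without the 2 libraries farthest from their median. Since the genes of Table S2 were chosen by this correlation in libraries of the same set, their agreement repeats the published values and is not independent evidence. With the stated rule, absolute membership and trait significance above the 90th percentile of the module, the matched modules over 29 libraries gave 75 hub genes for green-s1, 7 of them in Table S2, and 13 for the module matched to both brown-s4 and magenta-s4. Over 32 libraries the rule gave 127 and 196. From these correlations with module and stage, the paper proposes the genes of Table S2 as potential hub genes.

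**Figure D2:**
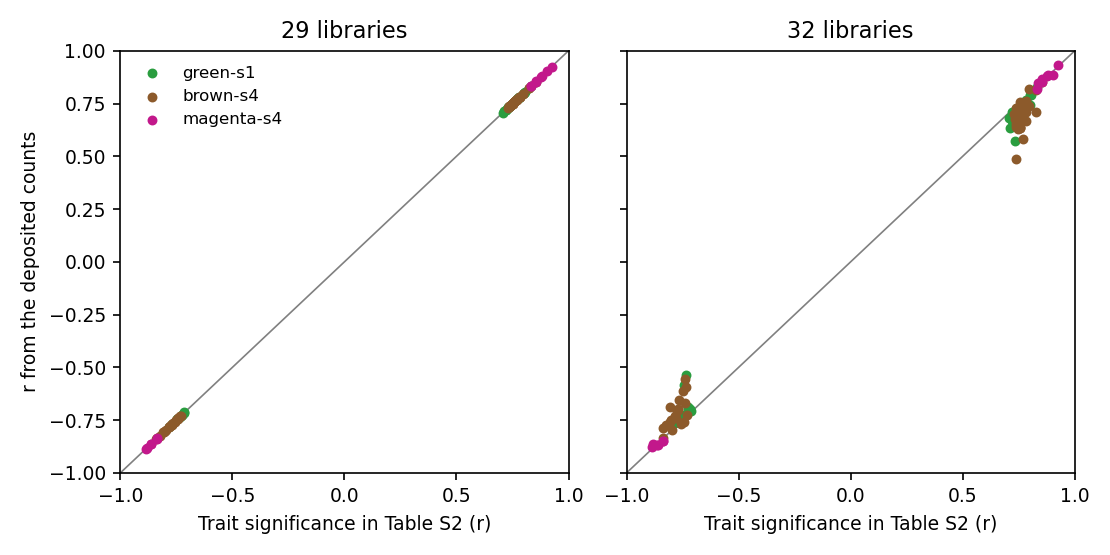
Correlation with stage (Pearson's r, vertical axis) of the 103 hub genes, computed from the deposited counts over 29 libraries (left) and over all 32 (right), against the trait significance in Table S2 (horizontal axis). Each point is a gene, coloured by module, the line marks equal values, and the points follow the line more closely over 29 libraries.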

To better visualize the gene co-expression networks of each module, we only retained the edges that have the highest weight values (i.e. having the strongest connectivity) with the hub genes in the network for visualization (Figs. S8, 6, 7 and 8). To facilitate navigation among a group of highly interconnected genes (particularly in the case of the green-s1 and brown-s4 modules), we moved all the genes with the largest numbers of connections to the periphery of the visualized network and thus genes left in the center of the network had fewer connections compared to those of at the periphery.

**Figure 6:**
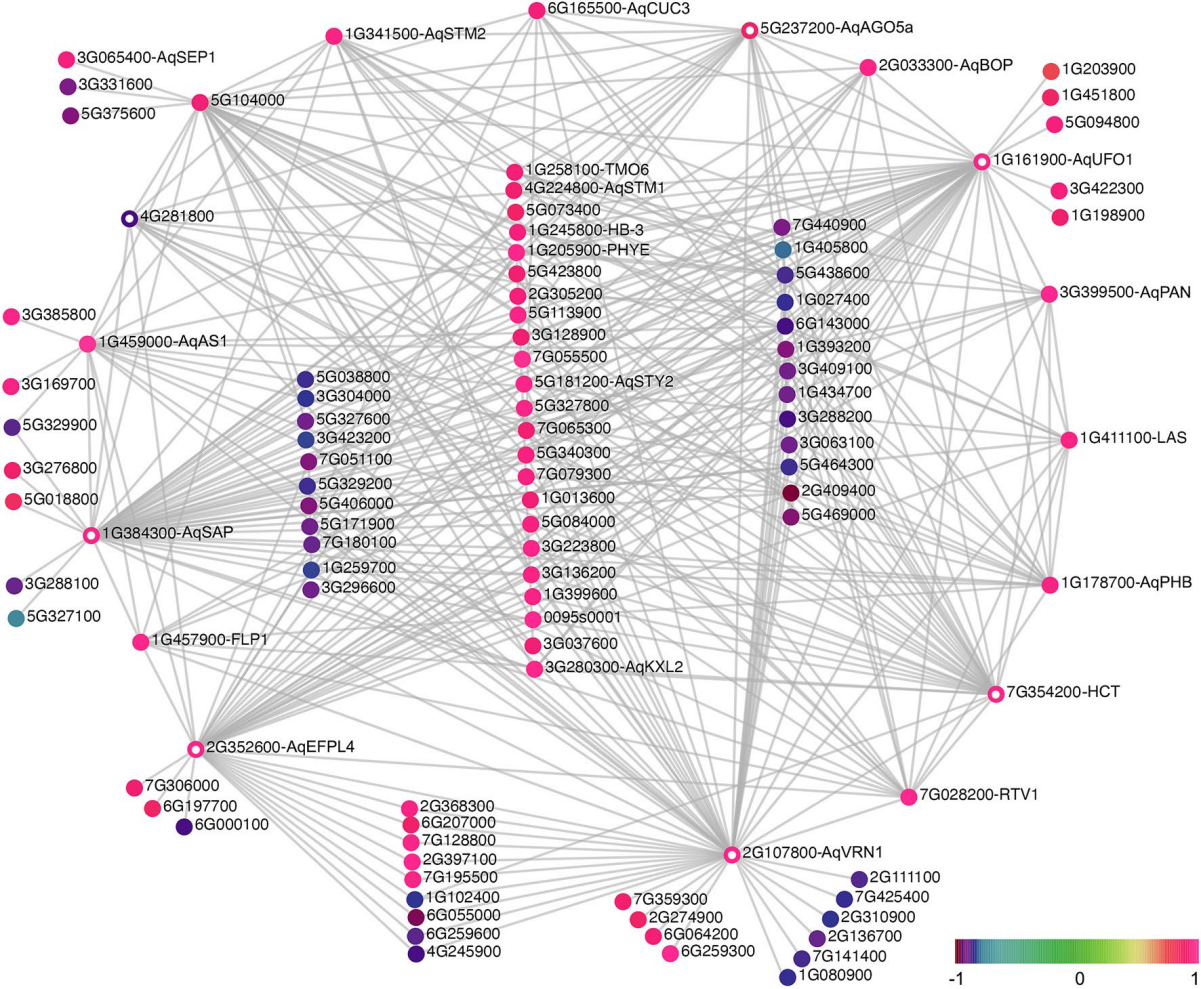
Gene network of module green-s1. Color scale represents the value of MM for each gene. The “Aqcoe” prefix of a gene identifier was removed to facilitate the visualization. All the genes with the largest number of connections are at the periphery of the network (i.e., genes in the center have fewer connections compared to genes at the periphery). Genes that are presented as colored circles (instead of a solid dot) are genes that were discussed in the main text.

**Figure 7:**
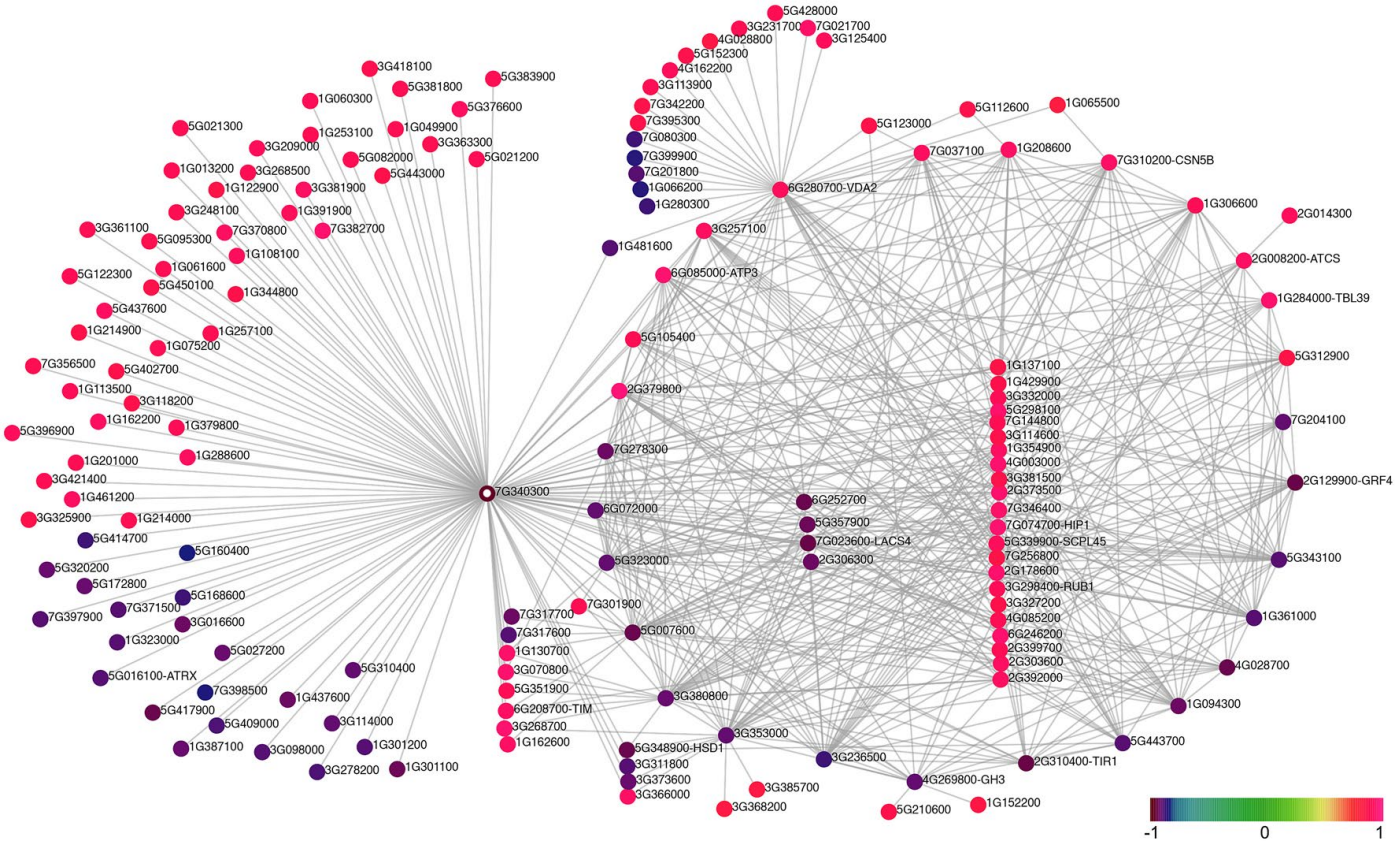
Gene network of module brown-s4. Color scale represents the value of MM for each gene. The “Aqcoe” prefix of a gene identifier was removed to facilitate the visualization. All the genes with the largest number of connections are at the periphery of the network (i.e. genes in the center have fewer connections compared to genes at the periphery). Genes that are presented as colored circles (instead of a solid dot) are genes that were discussed in the main text.

**Figure 8:**
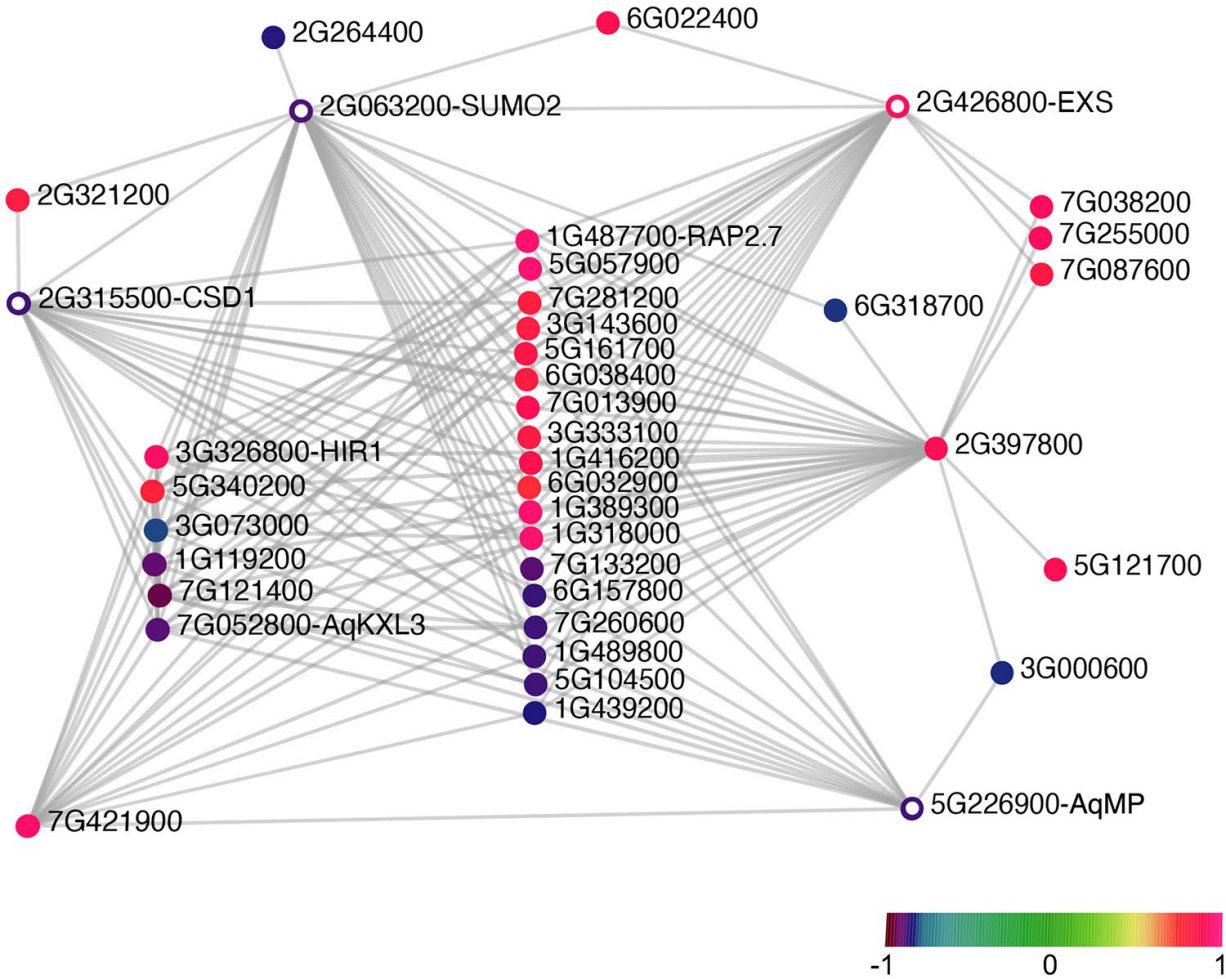
Gene network of module magenta-s4. Color scale represents the value of MM for each gene. The “Aqcoe” prefix of a gene identifier was removed to facilitate the visualization. Genes that are presented as colored circles (instead of a solid dot) are genes that were discussed in the main text.

### Hub genes of the green module revealed new candidate genes associated with s1 floral development

The green-s1 module contains 33 potential hub genes and 17 of these encode transcription factors (TFs). The homologs of many of these TF-coding genes are involved in early FM and floral development, such as class-I KNOX genes (*AqSTM1*, *AqSTM2*, *AqKXL2*), *AqAS1*, *AqSEP1*, *AqPAN*, and the homologs of *CUP SHAPED COTYLEDON3* (*Aqcoe6G165500*; *AqCUC3*), *HOMEOBOX-3* (*Aqcoe1G245800*; *AqHB3*), *PHABULOSA* (*Aqcoe1G178700*; *AqPHB*), *LATERAL SUPPRESSOR* (*Aqcoe1G411100*; *AqLAS*), *BLADE ON PETIOLE2* (*Aqcoe2G033300*; *AqBOP*), and *STERILE APETALA* (*Aqcoe1G384300*; *AqSAP*). Of these, *AqPAN* also showed the strongest association with s1 (Table S2).

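*AqPAN* followed s1 with r 0.833 over the 29 libraries of the network (rho 0.775, permutation p 1e-05 for each, the smallest that the permutations can give, adjusted 1.3e-05 over the 33 hub genes; r 0.792 without the 2 libraries farthest from the median) and with r 0.829 over all 32 (rho 0.75, r 0.786 without 2). It had the largest absolute r of the green-s1 hub genes in both sets.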

Interestingly, although all the potential hub genes have similarly high MM and TS values (Table S2), the number of edges connected to the hub genes in the network appeared to be highly variable (Fig. 6), indicating a hierarchy of connectedness even among the hub genes. For instance, we have identified nine hub genes that have a strong negative association with the module and the s1 developmental stage (Table S2), but all of them except one (*Aqcoe4G281800*) have only a few edges connecting them with other genes in the network (and thus were not placed in the periphery of the network). 

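Connectivity was taken as the sum of a gene's topological overlap with the other genes of its matched module. Among the 1569 genes matched to green-s1 over 29 libraries, the 9 hub genes of negative association ranked between 21 and 197, and *Aqcoe4G281800* ranked 70. Among the 3984 genes over 32 libraries, 8 of them lay in the module and ranked between 200 and 1058, with *Aqcoe4G281800* at 530. Its level rose by 3.27 on the log2 scale from s1 to s4.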

*Aqcoe4G281800* encodes a wax synthase that is involved in constructing cell walls, and also only has a moderate number of edges compared to the those associated with other periphery hub genes. By contrast, the five periphery hub genes with the largest number of edges are (Fig. 6): *AqVRN1* (*Aqcoe2G107800*, homologous to *VERNALIZATION1*, *VRN1*, in *A. thaliana*); *AqHCT* (*Aqcoe7G354200*, codes for a hydroxycinnamoyl-Coenzyme A shikimate/quinate hydroxycinnamoyltransferase, HCT); *AqUFO1*(*Aqcoe1G161900*; *UNUSUAL FLORAL ORGANS1*^12^), *AqSAP;* and *AqEPFL4* (*Aqcoe2G352600*, homologous to *EPIDERMAL PATTERNING FACTOR-LIKE4*, *EPFL4*, in *A. thaliana*). 

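By the same sum over 29 libraries, *AqSAP* ranked 3, *AqVRN1* 5, *AqEPFL4* 8, *AqUFO1* 23 and *AqHCT* 25 of 1569 genes. Over 32 libraries they ranked 60, 189, 377, 117 and 192 of 3984. From s1 to s4, *AqUFO1* fell by 4.15 on the log2 scale, *AqSAP* by 4.11, *AqHCT* by 3.43 and *AqEPFL4* by 1.54, each past both thresholds in all 11 alternatives.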

The functional implications of some of these loci are unclear. For instance, *A. thaliana VRN1* belongs to the AP2/B3-like transcriptional factor family, and its function is primarily understood to be the regulation of the vernalization locus *FLOWERING LOCUS C* (*FLC*)^49^. However, although *Aquilegia* does require vernalization to flower^50^, it lacks an *FLC* homolog^51^, and *AqVRN1* is expressed in the early FM (Fig. S4), which differs considerably from the broad expression of *AtVRN1* in various organs and developmental stages of *A. thaliana*^49,52^. 

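*AqVRN1* stood at 59.0 ± 10.2 TPM at s1 and 15.8 ± 2.96 at s4 (SD, n = 8), a fall of 1.83 on the log2 scale (SE 0.10, edgeR adjusted p 2.6e-14) with 8 of 8 libraries of s4 below every library of s1. Its association with s1 was r 0.775, rho 0.775 over 29 libraries and r 0.755, rho 0.75 over 32 (permutation p 1e-05 and 1e-05 for r).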

The potential role for *AqHCT* is equally enigmatic, as the enzyme appears to function in phenylpropanoid biosynthesis, a pathway that supports highly diverse cellular functions^53^.

Luckily, the remaining hub genes are better understood. Homologs of *UFO* encode F-box proteins that generally function with *LEAFY* (*LFY*) homologs to promote FM identity and activate B-class gene expression across diverse dicot model systems^54–58^. In *Aquilegia*, the closely related paralogs *AqUFO1* and *AqUFO2* promote the transition from inflorescence to FM identity in conjunction with *AqLFY*, although there is no clear role in B gene activation^12^. In addition to the expected contribution to FM identity, the *AqUFO1/2* paralogs also appear to promote the initiation of the stamen whorls, as whorl number dramatically decreases in silenced flowers from the usual 7–8 whorls to only 4–5. This function is intriguing for several reasons. First, the phenotype is only observed in *AqUFO1/2*-silenced flowers and not with *AqLFY*-silencing, suggesting that this function is specific to the F-box proteins and not a joint function with *AqLFY*. Second, it underscores a critical difference in *Aquilegia* floral development relative to other model systems in that, like many angiosperm flowers, *Aquilegia* has multiple whorls of stamens. The identification of *AqUFO1* as a critical hub gene in early floral development is consistent with this novel role in promoting stamen initiation and/or continued FM proliferation and points to other loci that may function as novel co-factors for this role.

In *A. thaliana*, *SAP* plays a number of roles, including acting as a cadastral gene that prevents *AG* from entering the perianth whorls, and controlling both inflorescence architecture and ovule development^59^. Interestingly, similar to UFO, SAP also contains an F-box motif and was recently shown to be a component of an Skp1-cullin 1-F-box (SCF) E3 ubiquitin-protein ligase complex that controls lateral organ size by promoting cell proliferation, a function that has been demonstrated both in *A. thaliana*^60^ and cucumber^61^. To date, the only genes that have been identified as the direct targets of the SAP-mediated E3 ligase complex are *PEAPOD1*/*2* (*PPD1*/*2*), which control organ growth^36,60^. 

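The *PPD* homolog *Aqcoe5G048100* stood at 153 ± 52.7 TPM at s1, 139 ± 47.9 at s2, 139 ± 57.0 at s3 and 95.1 ± 59.1 at s4 (SD, n = 8 each). The change from s1 to s4, -0.58 on the log2 scale, did not pass the test (SE 0.30, edgeR adjusted p 0.15, 6 of 8 libraries of s4 below all of s1). Over 11 alternatives it stayed short of a log2 fold change of 1, while the adjusted p ran from 7.7e-07 to 0.21. The gene lay in the largest module over the 29 libraries (7696 genes) and over all 32 (10502 genes).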

The homolog of *PPD1* and *PPD2* in *Aquilegia*, *Aqcoe5G048100*, showed relatively stable expression from s1 to s4 (Fig. S4) and was assigned to the turquoise module (Fig. 5). It will be worth investigating whether this interaction is conserved in *Aquilegia* and what may be the other targets of the ligase complex during early floral development.

*AqEFPL4* belongs to the EPFL gene family that encodes small, secreted cysteine-rich ligands. The best-studied members of the family are the *EPIDERMAL PATTERNING FACTORS1*/*2*, which are key regulators in stomata development^38^. As mentioned above, *AqEPF1* was identified as one of the DE genes that is up-regulated at s2 compared to s1 (Table S1). In contrast, in *A. thaliana* the close homologs *EPFL4* and *EPFL6* have been shown to have distinct functions in inflorescence growth^62,63^. However, two very recent studies revealed that *EPFL4* and *EPFL6* are also expressed in the periphery of the shoot apical meristem (SAM) and function redundantly with *EPFL1* and *EPFL2* to regulate the meristem size and leaf initiation^64,65^. In particular, signaling downstream of EFPL ligands and their receptors confines the WUS-CLV3 pathway to the center of the SAM by inhibiting its expression in the meristem periphery^65^. In this regard, it is especially interesting that *AqEPFL4* came out as one of the most connected hub genes in a module that is strongly associated with s1, suggesting that our results provide further evidence for the role of the EPFLs in the meristem homeostasis.

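*AqAGO5a* followed s1 with r 0.631 over the 29 libraries (permutation p 0.00035; rho 0.728, permutation p 1e-05; r 0.655 without the 2 libraries farthest from the median) and with r 0.577 over all 32 (permutation p 0.00065; rho 0.649, permutation p 4e-05; r 0.596 without 2). Its correlation with the first component of the green-s1 hub genes was 0.91 and 0.865. Over 29 libraries it lay in a module of 697 genes, apart from the module of the green-s1 hub genes, and over 32 libraries it ranked 1 in connectivity among the 3984 genes of the matched module.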

Perhaps the most surprising observation regarding the green-s1 module network is that one gene, *AqAGO5a* (*Aqcoe5G237200*, homologous to *ARGONAUTE5*, *AtAGO5*, in *A. thaliana*; Fig. S9), was not initially identified as a hub gene since neither its MM nor TS values were above the 90^th^ percentile of distributions (Table S2), but it did come up as a potential hub gene in the network visualization due to its strong connections with all the other hub genes. *AGO* genes encode RNA slicers that are involved in post-transcriptional gene silencing by selectively recruiting microRNAs and siRNAs. In *A. thaliana*, *AtAGO5* physically interacts with *miRNA156* and regulates the phrase transition from the vegetative to reproductive state of the meristem^66^. Other *AtAGO* genes, such as *AtAGO1* and *AtAGO10*, have also been shown to function in establishing polarity in floral organs and regulating meristematic activities in the FM by interacting with *miRNA165/166*^67–71^. Moreover, based on our gene phylogeny (Fig. S9a), the *Aquilegia* genome contains a close paralog of *AqAGO5a*, *Aqcoe2G159700* (*AqAGO5b*), which shares 81.4% of similarity with *AqAGO5a* (Fig. S9b). 

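*AqAGO5a* stood at 97.0 ± 9.34 TPM at s1, 80.7 ± 17.7 at s2, 58.4 ± 12.5 at s3 and 34.1 ± 8.77 at s4, and *AqAGO5b* at 80.2 ± 11.6, 73.2 ± 16.6, 80.1 ± 19.9 and 70.7 ± 18.6 TPM (SD, n = 8 each). From s1 to s4, *AqAGO5a* fell by 1.41 on the log2 scale (SE 0.14, edgeR adjusted p 6.2e-09, 8 of 8 libraries of s4 below all of s1), and no single step between neighbouring stages passed the fold change threshold (-0.24, -0.46 and -0.71). *AqAGO5b* changed by -0.07 (SE 0.16, edgeR adjusted p 0.77). The difference between the changes of the paralogs was not tested, and reads that match both are divided by estimate. A single library, s3 replicate 1, held the highest level of *AqAGO5b* (124 TPM).

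**Figure D3:**
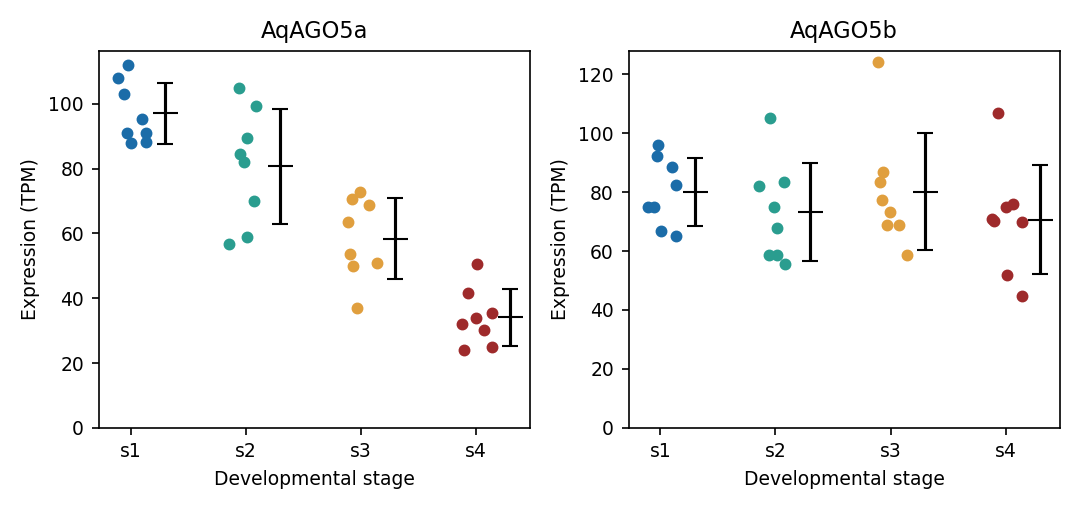
Expression of *AqAGO5a* (left) and *AqAGO5b* (right) in TPM (vertical axis) by developmental stage (horizontal axis). Each point is a library, and the dash and bar are the mean and SD of 8 libraries, with means falling from 97.0 to 34.1 TPM on the left and between 70.7 and 80.2 TPM on the right.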

The expression level of *AqAGO5a* was the highest at s1 and then gradually decreases from s2 to s4, while its paralog *AqAGO5b*, showed very stable expression from s1 to s4 (Fig. S9c). It will thus be intriguing to determine what are the targets of these two close paralogs and the potential functional divergence between them.

### The brown and magenta modules captured different aspects of s4 floral development

Interestingly, among the 56 potential hub genes for the brown-s4 module, only three genes code for transcription factors (TFs), and there seemed to be an over-representation of genes coding for key components of the ubiquitination pathways (Table S2). Six out of the 22 hub genes that exhibit a negative association with s4 encode key components in the SCF E3 ligase complexes, including F-box family proteins (*Aqcoe2G310400*, *Aqcoe7G317700*, *Aqcoe7G317600*), RING/U-box family proteins (*Aqcoe7G340300*, *Aqcoe3G311800*), and HCP-like superfamily protein (*Aqcoe5G357900*). In addition, two hub genes that have positive associations with s4 code for a ubiquitin-related protein (*Aqcoe3G298400*) and a subunit of the COP9 complex (*Aqcoe7G310200*), respectively.

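From s1 to s4, the F-box loci *Aqcoe2G310400*, *Aqcoe7G317700* and *Aqcoe7G317600* fell by 1.08, 1.17 and 1.07 on the log2 scale (edgeR adjusted p 1.3e-05, 2e-06 and 2.8e-06, 8 of 8 libraries of s4 below all of s1 for each), the latter pair being neighbours by identifier whose shared reads are divided by estimate. *Aqcoe3G311800* fell by 1.24 (SE 0.27, edgeR adjusted p 0.0007, 7 of 8 libraries of s4 below all of s1) and *Aqcoe5G357900* by 0.67 (SE 0.11, edgeR adjusted p 3.4e-05, 8 of 8 below), under the fold change threshold. In the matched module over 29 libraries, *Aqcoe2G310400* ranked 11 of 848 genes in connectivity, and over 32 libraries 2 of 3984.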

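The ubiquitin-related *Aqcoe3G298400* and the COP9 subunit *Aqcoe7G310200* rose by 0.44 (SE 0.10, edgeR adjusted p 0.00083) and 0.46 (SE 0.10, edgeR adjusted p 0.00052) on the log2 scale from s1 to s4, each with 6 of 8 libraries of s4 above all of s1 and below the fold change threshold.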

The gene network of the brown-s4 module revealed that most of the identified hub genes are highly interconnected to each other and thus are mostly placed at the periphery of the network (Fig. 7). One hub gene, *Aqcoe7G340300*, however, appeared to have strong connections not only to most of the other hub genes but also to a large number of additional module members. 

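*Aqcoe7G340300* ranked 2 in connectivity among the 848 genes of the matched module over 29 libraries, where its association with s4 was r -0.733, rho -0.665 (permutation p 3e-05 for r, adjusted 3.4e-05). Over all 32 libraries it lay outside the module of the brown-s4 hub genes, with r -0.595, rho -0.524 (permutation p 0.00047, adjusted 0.0005).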

*Aqcoe7G340300* codes for a RING/U-box type protein and its homologs, *DA2* and *GRAIN WIDTH AND WEIGHT2* (*GW2*) have been functionally studied in *A. thaliana*^72^ and rice^73^, respectively. Both DA2 and GW2 have E3 ubiquitin ligase activity and exhibit conserved functions in regulating organ size by restricting cell divisions in both systems^74^. The expression level of *Aqcoe7G340300* steadily declined from s1 to s4 (Fig. S4), and if its function in suppressing cell division in lateral organs is conserved, the low expression level at s4 may indicate the onset of cell proliferation in the floral organs.

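The level of *Aqcoe7G340300* went from 38.0 ± 7.63 TPM at s1 through 32.9 ± 8.85 at s2 and 29.3 ± 8.87 at s3 to 19.8 ± 8.15 at s4 (SD, n = 8 each). The change from s1 to s4 was -0.83 on the log2 scale (SE 0.20, edgeR adjusted p 0.0027, 7 of 8 libraries of s4 below all of s1). The exception was s4 replicate 4, at 37.8 TPM, without which the fold change was -1.07 and the gene was called. On the condition that its role in restraining cell division in lateral organs is conserved, the paper proposes that the low level at s4 may reflect the onset of cell proliferation in the floral organs.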

In contrast to what was observed for the brown-s4 module, in which most of the hub genes were directly connected to each other, the 14 hub genes for the magenta-s4 module were connected to each other via a number of common non-hub genes in the network (Fig. 8).

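In the matched module of 848 genes over 29 libraries, which held hub genes of both modules, the mean topological overlap between brown-s4 hub genes was 0.262 and that of a hub gene with other genes 0.22. For magenta-s4 hub genes these values were 0.238 and 0.159, and the mean over all gene pairs was 0.174. Over 32 libraries, brown-s4 hub genes overlapped by 0.223 with each other and 0.13 with other genes, and magenta-s4 hub genes by 0.217 and 0.109, against 0.0593 over all pairs of the 3984 genes.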

Among the magenta-s4 hub genes that have negative MMs, *Aqcoe2G063200* encodes a small ubiquitin-like modifier (SUMO) and is homologous to *SUM2* in *A. thaliana*. Sumoylation mediated by SUMOs is an important post-translational protein modification mechanism in plants and is involved in regulating diverse plant physiological and developmental processes, including flowering time^75^. Interestingly, another hub gene with negative MM, *Aqcoe2G315500*, codes for a copper/zinc superoxide dismutase (CSD) and the protein stability of its *A. thaliana* homolog CSD1 has been shown to be maintained via sumoylation^76^. This relationship was captured in our network analysis, making their function in early floral development an interesting target for further study. In addition, *Aqcoe5G226900*, the *Aquilegia* homolog of *MONOPTEROS* (*AqMP*) is another magenta-s4 hub gene with expression level that was highest at s1 and then steadily declining from s2 to s4. 

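Both genes fell from s1 to s4, *Aqcoe2G063200* by 1.70 (SE 0.14, edgeR adjusted p 5.1e-11) and *Aqcoe2G315500* by 3.00 (SE 0.22, edgeR adjusted p 9.9e-12) on the log2 scale, with 8 of 8 libraries of s4 below all of s1 for each. Their associations with s4 over 29 libraries were r -0.836, rho -0.742 and r -0.862, rho -0.742, and over 32 r -0.849, rho -0.75 and r -0.867, rho -0.75 (permutation p 1e-05 for each r).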

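*AqMP* stood at 236 ± 18.1 TPM at s1, 220 ± 31.6 at s2, 177 ± 21.1 at s3 and 108 ± 15.6 at s4 (SD, n = 8 each). The fall of 1.03 on the log2 scale from s1 to s4 (SE 0.09, edgeR adjusted p 5e-10) had 8 of 8 libraries of s4 below all of s1, as had the step of -0.64 from s3 to s4 (edgeR adjusted p 3.8e-05) below all of s3. The fall stayed just short of the fold change threshold without s4 replicate 1 or s4 replicate 5 (-0.99 in each case). Its association with s4 was r -0.883, rho -0.742 over 29 libraries and r -0.863, rho -0.743 over 32.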

In *A. thaliana*, *MP* is critical to maintaining stem cell homeostasis in the SAM^77^ so this decline is consistent with the cessation of FM proliferation (Fig. 4). On the other hand, the homolog of *Aqcoe2G426800*, *EXCESS MICROSPOROCYTES1* (*EXS*), is expressed during the differentiation of microsporocytes and tapetal cells and controls the somatic and reproductive cell fates in *A. thaliana* anthers^78^. 

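*Aqcoe2G426800* stood at 4.94 ± 1.21 TPM at s1, 4.37 ± 0.67 at s2, 9.37 ± 2.63 at s3 and 31.0 ± 12.3 at s4 (SD, n = 8 each). It rose by 1.1 on the log2 scale from s2 to s3 (SE 0.21, edgeR adjusted p 0.0043) and by 1.79 from s3 to s4 (SE 0.21, edgeR adjusted p 1.6e-06), with 7 of 8 libraries of the later stage above all of the earlier at each step. Its association with s4 was r 0.876, rho 0.742 over 29 libraries and r 0.878, rho 0.75 over 32.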

If functional conservation is assumed, the sharp increase in the expression of *Aqcoe2G426800* at s4 (Fig. S4) likely marks the beginning of microsporogenesis in *Aquilegia*.

## Conclusions

The current study is the first in-depth transcriptome profiling of early *Aquilegia* floral development. Similar studies at finely dissected stages of early floral development have only been done in the model species *A. thaliana*^79–81^, although analyses have also been performed in tomato SAMs, and early inflorescences of model monocot species^82,83^. In contrast to the previous *A. thaliana* work, the relatively large size of *Aquilegia* FMs allowed us to visually confirm the developmental stage of dissected meristems and perform a large number of biological replicates. Overall, our results reveal similar themes to the *A. thaliana* analyses, with down-regulation of meristem maintenance corresponding to a shift towards primordium proliferation and differentiation. For the developmental window on which we chose to focus, the morphological changes between successive floral developmental stages are subtle, which helped us to tease apart the dynamic transcriptional changes between the stages. In particular, we have uncovered small numbers of DE genes when comparing s1 to s2 (67), and s2 to s3 (49), with only five genes appearing in common between both DE lists (Table S1). These two groups of DE genes mark two important processes during early floral development: the DE genes between s1/s2 appear to correspond to the termination of the FM and the end of organogenesis, while the DE genes between s2/s3 as associated with the onset of floral organ morphogenesis. Analyzing the homologs of known genes in the FM termination pathway (Fig. 4) provided evidence that the *A. thaliana* mechanisms are likely not conserved in *Aquilegia.* We have also identified a number of key genes that are likely of importance for different stages of early floral development in *A. coerulea*, including *AqPAN*, *AqSAP*, *AqEFLP4*, and *AqAGO5*, as well as many top DE genes and hub genes for which the homologs have not been studied in *A. thaliana*. Thus, our study is the third study to date to indicate that the EPFLs play a previously overlooked role in the meristem homeostasis (Fig. 6), as supported by its identification as one of the core hub genes for the green-s1 module.

In addition, understanding the mechanisms leading to functional divergence of close paralogs is an important component of understanding gene evolution in general. Utilizing DE analysis and WGCNA, we have uncovered evidence of potential functional divergence between the close paralogs of several key genes expressed during early floral development in *Aquilegia*.

These include the close paralogs of *AqSTM1* and *AqSTM2*, *AqUFO1* and *AqUFO2*, and *AqAGO5a* and *AqAGO5b*, of which only *AqSTM2*, *AqUFO1*, and *AqAGO5a* were recovered as core hub genes of the green-s1 module (Fig. 6; Table, S2). These observations help to direct future investigations on the mechanisms and consequences of the functional divergence between close paralogs; for instance, whether or not *AqAGO5a* and *AqAGO5b* function in different tissues or have the same miRNA targets.

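*AqSTM1* fell from 142 ± 24.1 TPM at s1 to 33.0 ± 6.57 at s4 (log2 fold change -2.02, SE 0.12, edgeR adjusted p 1.1e-13) and *AqSTM2* from 40.7 ± 8.68 to 6.03 ± 1.67 TPM (-2.67, SE 0.16, edgeR adjusted p 4.4e-14), with 8 of 8 libraries of s4 below all of s1 for both (SD, n = 8). Their associations with s1 were r 0.739, rho 0.775 and r 0.781, rho 0.775 over 29 libraries and r 0.722, rho 0.75 and r 0.765, rho 0.75 over 32. The difference between the changes of these paralogs was not tested, and reads that match both are divided by estimate. From the hub genes recovered, the paper proposes functional divergence between close paralogs.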

Finally, our results highlight the dynamics and potential role of several post-transcriptional and post-translational regulatory mechanisms during early floral development in *A. coerulea*. In terms of post-transcriptional regulation, in our network analysis for the green-s1 module, *AqAGO5a* appeared as a hub gene due to its strong connections to all the other hub genes in the network, suggesting an important role in small RNA regulation in s1 (Fig. 6). The Argonaute protein family is a critical player in the RNA silencing process as an essential component of the RNA-induced silencing complex^84^. Homologs of the *AGO1*/*5*/*10* clade have been studied in *A. thaliana*, rice, tomato, and tobacco, all of which participate in various important aspects in plant development, including regulation of SAM, FM, germ cell development, and stress responses^84–87^. Nonetheless, small RNA regulation has not yet been explored in *Aquilegia*, making *AqAGO5a* a good starting point for further exploration. It is also clear that post-translational regulation via protein stability plays a major role in the transition from primordium initiation to floral organ morphogenesis in the *Aquilegia* FM. This is supported by the ubiquitination-related hub genes of the brown-s4 module coding for RING/U-box proteins, as well as an abundance of hub genes for both the green-s1 and the brown-s4 modules coding for F-box proteins, which are the components of the SCF E3 ligase complex (Table S2). Some of these genes, such as *UFO* and *SAP*, are long known to participate in floral development in *A. thaliana*^36,55,56,60^, but the connection between other F-box coding genes and floral development still needs further investigation. For instance, only recently *BOP2* was discovered to serve as the substrate adaptor in an SCF E3 ligase complex to regulate LFY post-transcriptionally^88^. Sumoylation is another important post-translational regulation mechanism that stabilizes proteins rather than promoting their turnover, and one of the hub genes for the magenta-s4 module codes for a SUMO (Fig. 8; Table S2). SUMOs have been studied in the context of environmental stress, nitrogen assimilation, and flowering time, but little is known about their role in floral development^75^. GO term enrichment analysis showed that genes in the magenta-s4 module are significantly involved in floral organ development (Fig. 5c; Supp. Data 2), including the SUMO hub gene, making it interesting to explore their connections.

## Supplementary information

Supplementary information.

Supplementary Data 1.

Supplementary Data 2.

# Supplementary material for: Transcriptome profiling and weighted gene co-expression network analysis of early floral development in Aquilegia coerulea
**Source:** Sci Rep. 2020 Nov 12;10:19637. doi: 10.1038/s41598-020-76750-7
**Supplement:** Supplementary file 1 — Supplementary information.

Transcriptome profiling and weighted gene co-expression network analysis of early floral development in *Aquilegia coerulea*

Ya Min & Elena M. Kramer

**Supplementary information: 9 figures, 2 tables.**

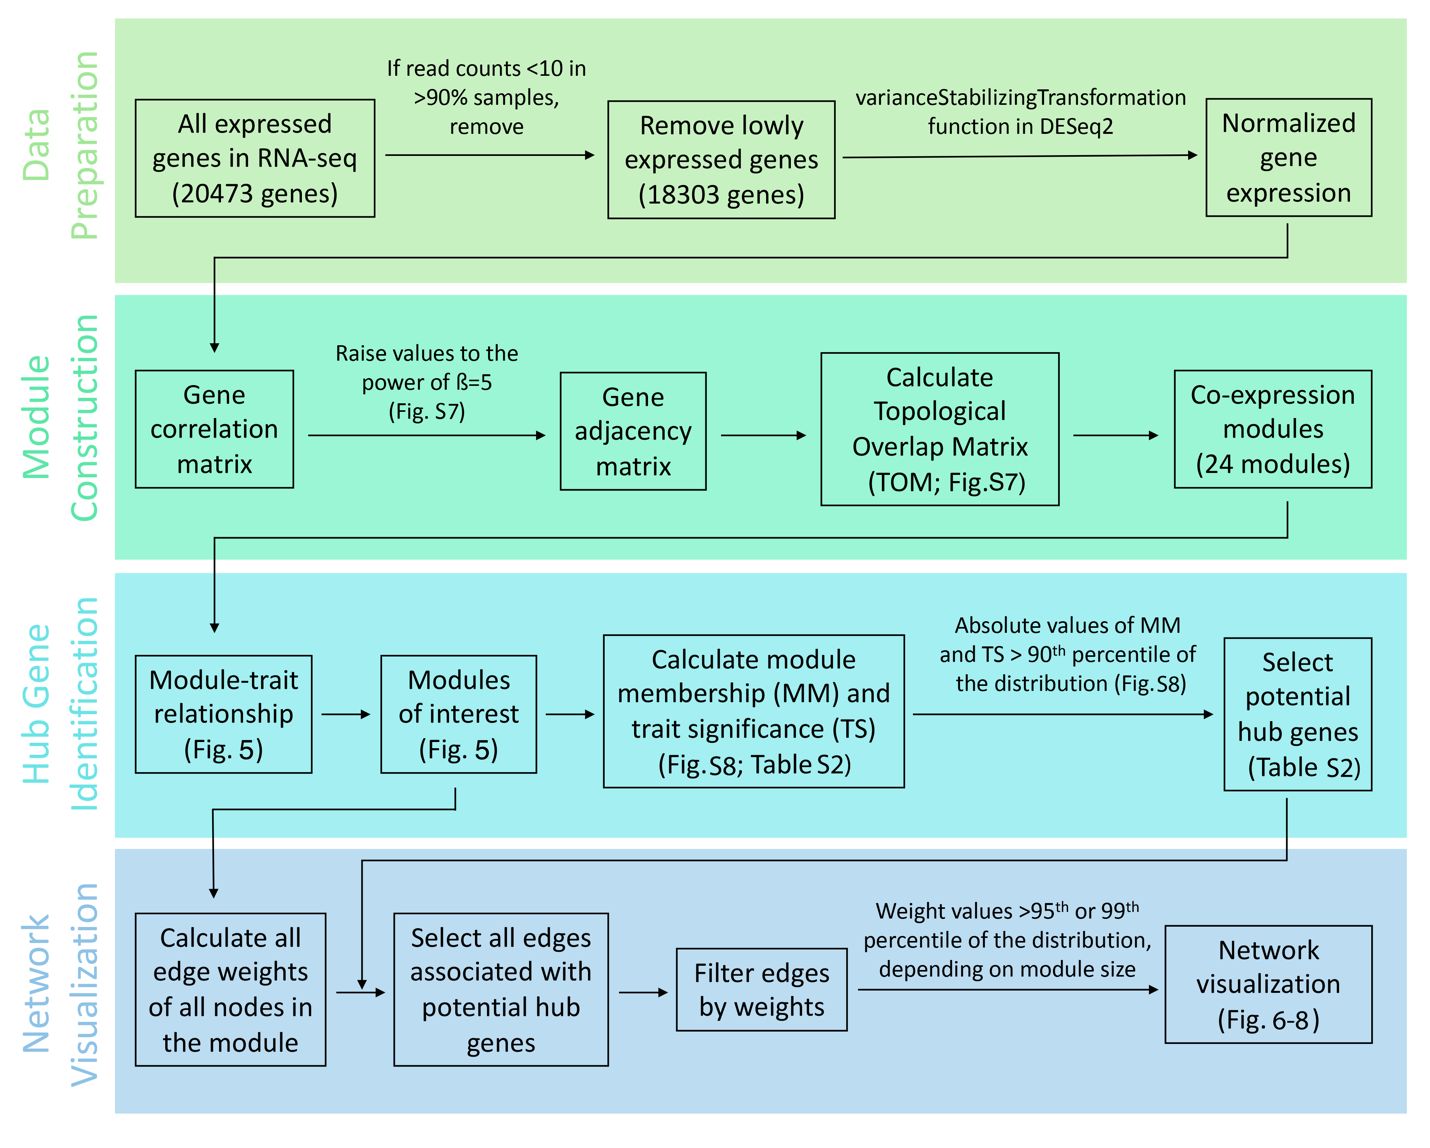

**Figure S1.** Workflow of constructing weighted gene co-expression network and identifying hub genes of modules of interest.

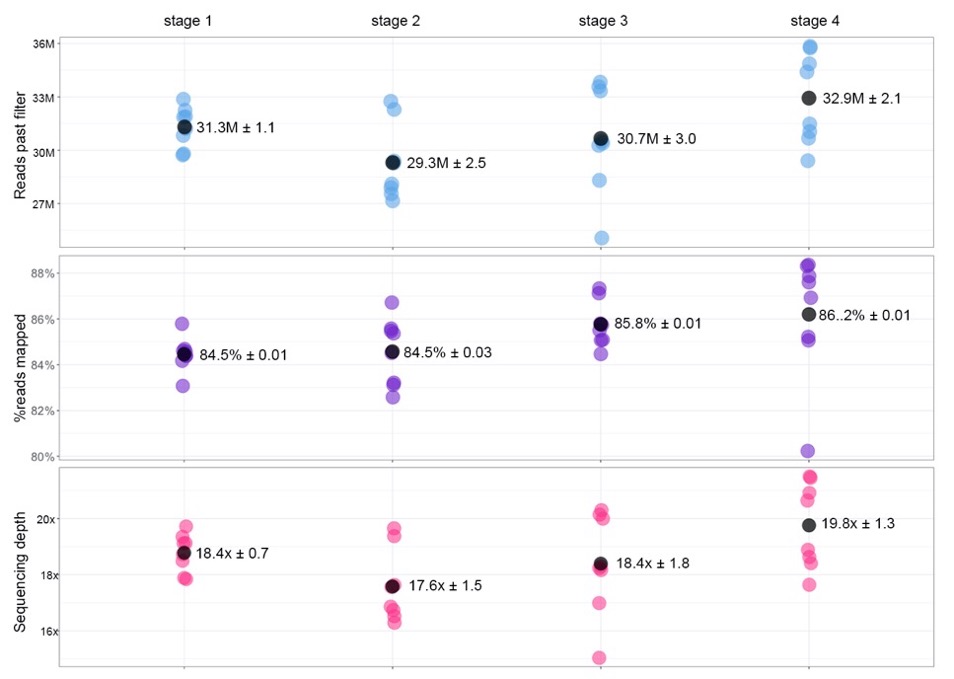

Figure S2. Read statistics and sequencing depths of all 32 libraries in the study. The mean (indicated as a black dot) and the standard deviation of each group were shown as numbers.

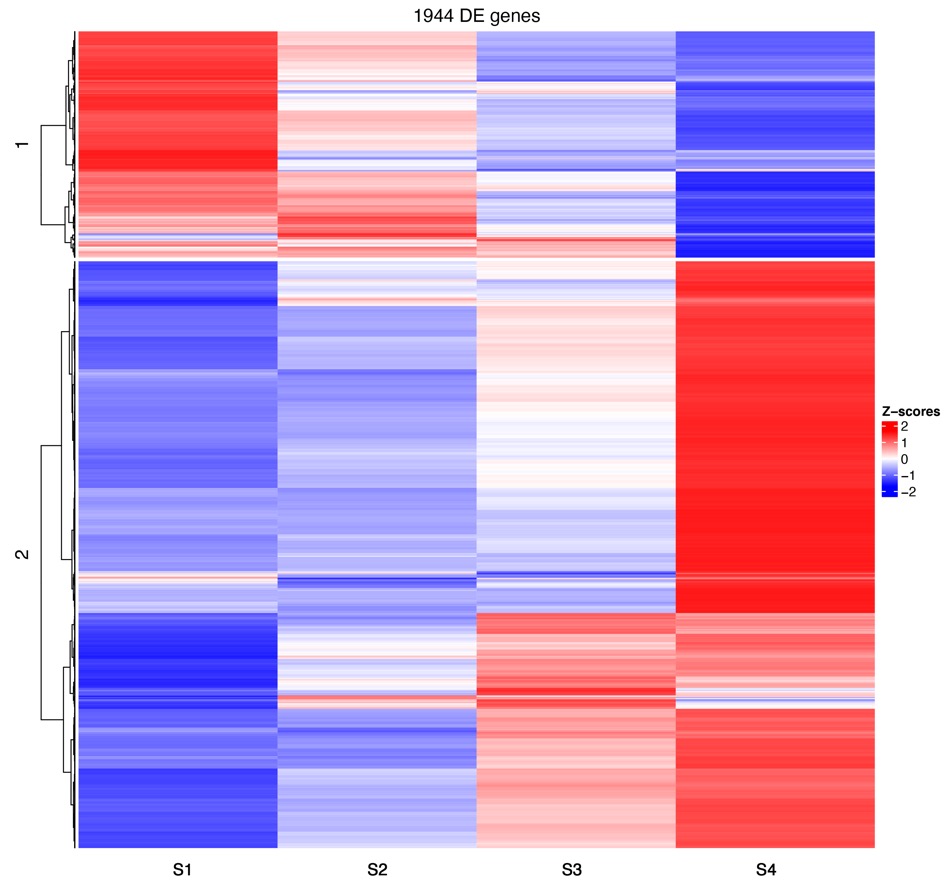

Figure S3. Heatmap of 1944 DE genes. Gene expression across the developmental stages was scaled over developmental as the average expression of all biological replicates per stage subtracted by the average expression of all replicates of all stages, then divided by the standard deviation of the expression of all replicates of all stages.

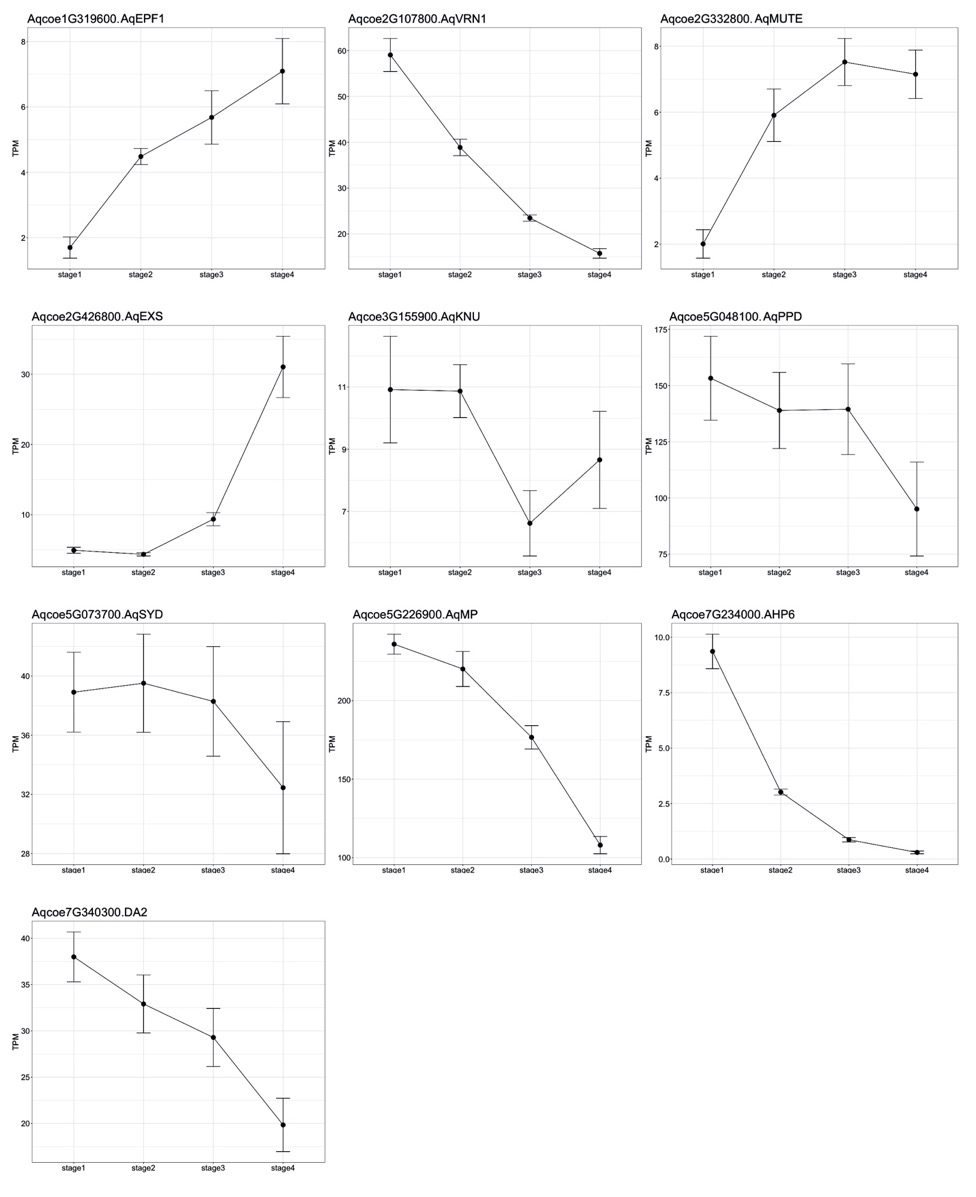

Figure S4. Expression levels of genes of interest from s1 to s4.

**
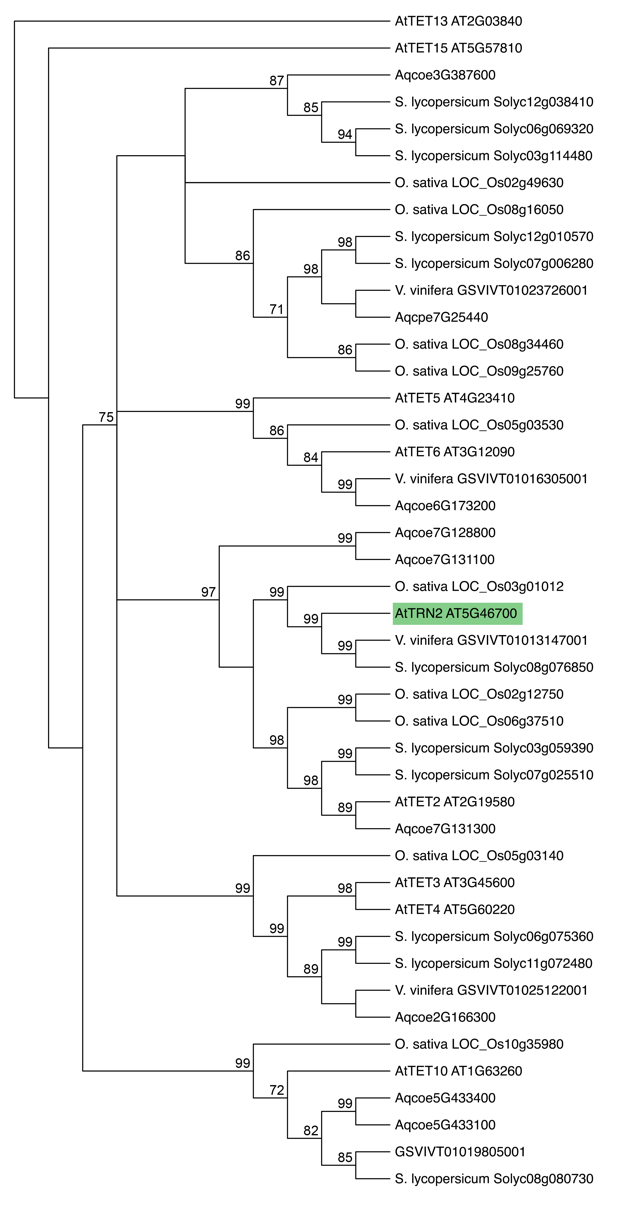
**

Figure S5. Neighbor-joining tree of TRN2. Species included in this phylogeny: *A. coerulea* (all identifiers started with prefix “Aqcoe”), *A. thaliana* (all identifiers started with prefix “At”), *Solanum lycopersicum*, *Oryza sativa*, *Vitis vinifera*. The *A. thaliana TRN2* gene is labeled green.

**
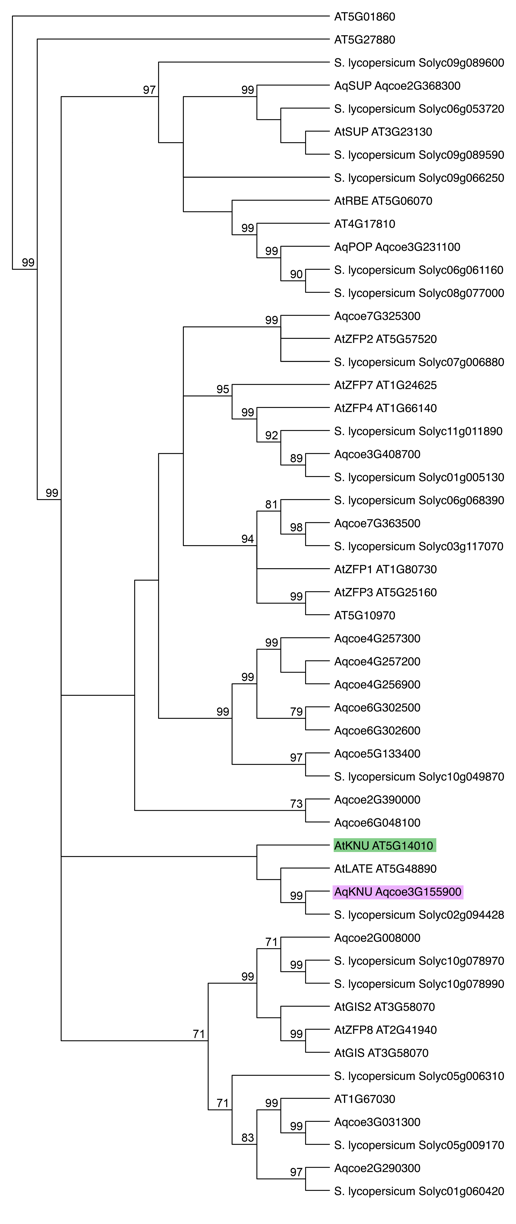
**

Figure S6. Neighbor-joining tree of KNU. Species included in this phylogeny: *A. coerulea* (all identifiers started with prefix “Aqcoe”), *A. thaliana* (all identifiers started with prefix “At”), and *Solanum lycopersicum*. The *A. thaliana* and *A. coerulea* orthologs of *KNU* are labeled green and purple, respectively.

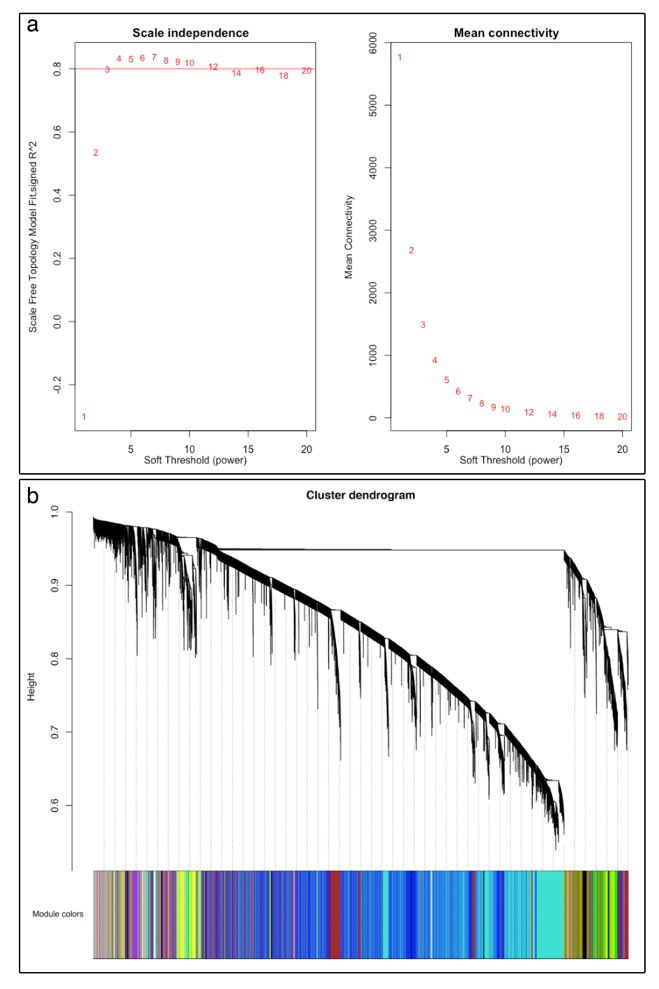

**Figure S7.** Soft threshold and cluster dendrogram used for constructing gene co-expression modules.

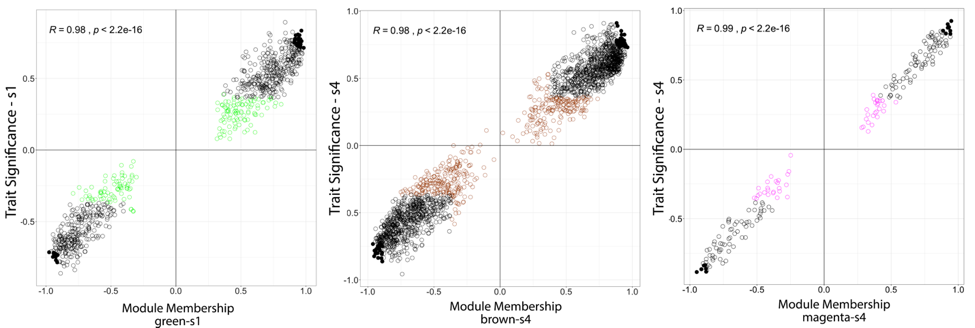
**Figure S8.** Identification of hub genes in modules of interests. Genes in the modules of interest showed strong correlations between their MM (x-axes) and TS (y-axes). In all panels, colored dots are genes that do not have significant p-values associated with MM and/or TS, black circled dots are genes that have significant p-values for both MM and TS, black solid dots are genes that have their MM and TS values above the 90^th^ percentile of the MM and TS of all the genes in the module.

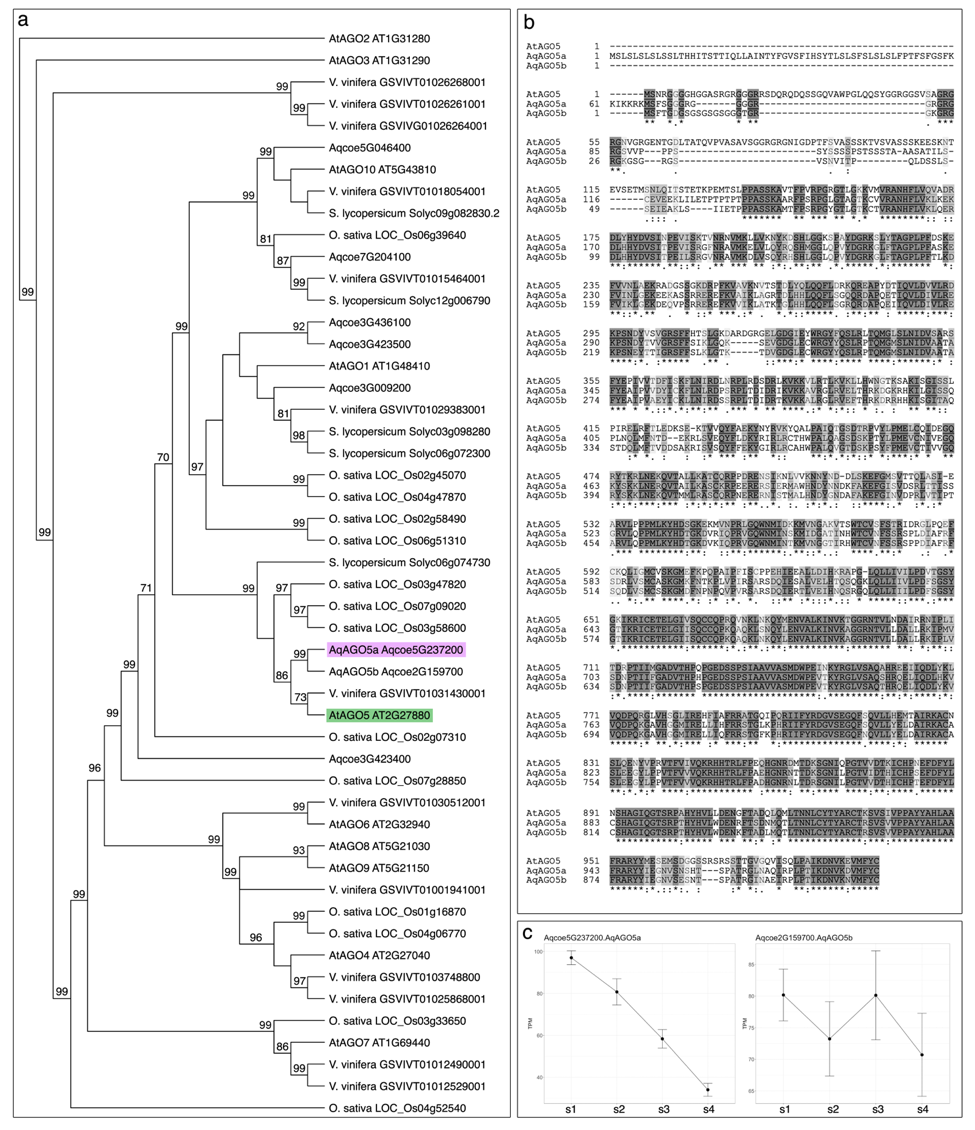

**Figure S9.** Two close paralogs of *AqAGO5* in the *Aquilegia* genome. a. Neighbor-joining tree of *AGO*-like genes. Species included in this phylogeny: *A. coerulea* (all identifiers started with prefix “Aqcoe”), *A. thaliana* (all identifiers started with prefix “At”), *Solanum* *lycopersicum*, *Oryza sativa,* *Vitis vinifera*. The *A. thaliana* and *A. coerulea* genes of interest are labeled green and purple, respectively. b. Alignment of AtAGO5, AqAGO5a, and AqAGO5b showed high sequence similarity (identical and highly conserved sequences are highlighted in the alignment). c. Expression of *AqAGO5a* and *AqAGO5b* over the developmental stages.

Table S1. List of DE genes in s1 vs. s2, and s2 vs. s3. Genes shaded in grey are the genes that appeared DE in both comparisons. Contrast: stages used in the DE comparison; up or down: gene expression change relative to the earlier stages in the comparison; best.hit.tair: Top BLAST hit Arabidopsis gene identifier.

Table S2. Hub genes identified for module green, brown and magenta. p.MM and p.TS: the p-values associated with MM and TS of that gene, respectively. TS for genes in module brown and magenta are their associations with s4, and TS for genes in module gene are their association with s1. If a gene codes for a transcription factor (TF), the cell will be labeled “Y” in the “TF?” column; best.hit.tair: Top BLAST hit Arabidopsis gene identifier. AqAGO5a is shaded grey.

How the deposited data were processed for this re-analysis (not part of the article)

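RNA sequencing of *A. coerulea* floral buds at s1, s2, s3 and s4 was measured in 8 libraries per stage, 32 in all, with 2 buds per library at s1, s2 and s3 and 1 at s4. According to the study, the authors trimmed the reads with Trim Galore 0.6.5 and pseudo-aligned them with kallisto 0.46.1 to the reference transcriptome. The deposited files give for each of 30023 transcripts the estimated count of kallisto, which is not normalized between libraries and is not always a whole number, and the TPM, which kallisto computes from the estimated count and the effective length scaled to the same sum in every library, beside both lengths (median length 1379 bp). No duplicate libraries were found. All 32 libraries were used, and their stage and replicate number were taken from the sample labels. The labels and the paper give no batch.

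Library totals ran from 21502034 to 31647238 counts, with mean ± SD of 26435303 ± 801267 at s1, 24790136 ± 1989323 at s2, 26306042 ± 2704604 at s3 and 28418826 ± 2709072 at s4 (n = 8 each). The common dispersion of 0.0971 corresponds to a biological coefficient of variation of 31.2%. Estimated counts were rounded to whole numbers. Genes with more than 1 CPM in at least 1 library, 20477 of them, were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) after TMM normalization, in a fit over all 32 libraries with a term for each stage, for the 6 pairs of stages. A call needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Separated genes, with all 8 libraries of a stage above all 8 of the other by CPM, were counted over all genes tested and over 100 splits of the same 16 libraries, the stage split included. On simulated libraries with 200 changed genes among 20477, edgeR recovered 96% of the changed genes and called 2.5 unchanged ones on average, DESeq2 98% and 8, and limma-voom 93.5% and 1.5 (2 simulations each). The planted changes all lay past the fold change threshold, in genes with a mean above 1 CPM. Each gene was drawn independently, without variation shared between genes, so that these rates need not hold for the deposited libraries.

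Principal components were taken of variance-stabilized counts (DESeq2 1.42.0, blind) of the 500 genes of highest variance, and the share of a component's variance between stages was tested with 100000 permutations of the stage labels, for which the smallest p is 1e-05. Co-expression modules were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 from an unsigned adjacency with a soft threshold power of 5, topological overlap, average linkage and an own implementation of the hybrid tree cut (deep split 4, minimum module size 20), merged at an eigengene distance of 0.2, since the package used by the study is not installed. On simulated data of 32 libraries and 1200 genes, with 5 planted modules beside unrelated genes, it found 5 modules holding 100% of the planted genes (5 simulations). Where the unrelated genes were placed was not scored. Genes entered when fewer than 29 of the 32 libraries had a count under 10. Associations with stage are Pearson's r and Spearman's rho with the 0/1 indicator of a stage, each with a permutation p. Hub genes are those of Table S2, whose values had been seen, and membership is the correlation with the first component of the hub genes of the module. Figures were drawn with matplotlib 3.10.9.

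The alternatives chosen before the data were examined were DESeq2's test, length-scaled TPM counts (with edgeR and with DESeq2), RLE size factors, no filter on low counts, more than 1 CPM in at least 8 libraries, only the 16 libraries of the stages compared, the replicate number as a block, the first component of the residuals after fitting stage as a covariate (called the residual component), and each of the 32 libraries left out in turn. For the principal components they were all genes past the filter, log2 CPM with a prior count of 2, length-scaled TPM counts and leaving out s4 replicate 4, and for the modules a soft threshold power of 8, a signed adjacency with a power of 10, merging at 0.3, length-scaled TPM counts and leaving out s4 replicate 4. Chosen after the data had been seen were limma-voom (limma 3.58.1) on length-scaled TPM counts, the 29 libraries that match Table S2, the filter of at least 10 counts in at least 29 libraries, and these last choices together with length-scaled TPM counts.

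Named genes were set by a rule written before the data were examined: genes that the paper names with an identifier, the genes of Fig. 4, Fig. S4 and Fig. S9c, the loci shared in Table S1, genes of Table S2 that the text names by symbol, hormone genes of the s1 to s4 sheet of Supplementary Data 1, and the 3 highest and 3 lowest fold changes among called and separated genes of 4 comparisons. The values of these genes in the paper's tables had been seen when the rule was written. Of the sheet for s2 and s4 in Supplementary Data 1, 876 entries could be read, and the sheet for s3 and s4 was incomplete, so that recovery of published calls was counted for the other comparisons only. The GO and KEGG enrichments, the phylogenies and the raw reads were not analysed here. The identifiers of the files matched 0 of the 24823 entries of the annotation at hand, so that no gene was placed on the genome.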

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

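Among the tests below, those of a mislabelled s4 replicate 4 and of its extreme position on the within-stage axis were chosen only after the result was seen. In 92 groups of 8 libraries, the gap between the highest or lowest library and the next was set against the spread of the group (Dixon's ratio above 0.526), and in 10 groups a library stood apart, where chance, at about 1 in 20 groups, gives 4.6. These were s1 replicate 7 (3 times), s4 replicate 4 (3 times), s1 replicate 6 (2 times), s1 replicate 5 and s3 replicate 1 (1 time each). Neither the labels nor the paper says which plants gave which library, and the design names no condition that sets these libraries apart. Apart from developmental timing, no biological explanation was therefore tested.

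On PC2, s4 replicate 4 scored 30.97, while the other s4 libraries ran from 9.54 to 14.52. The same library held the highest level at s4 of *AqSYD* (61.1 TPM, others 23.3 to 36.8) and of the *DA2* homolog *Aqcoe7G340300* (37.8 TPM, others 12.9 to 23.0). Its median log2 ratio of TPM to the mean of the other s4 libraries over genes was -0.155, far from the 1.11 of *AqSYD* and the 1.13 of *Aqcoe7G340300*, which argues against normalization, depth or a few abundant genes. A sample of an earlier stage would score low on PC2, and the highest score of s1, s2 and s3 was 8.96, well below 30.97. This library was flagged by the same score, so that the comparison is no separate test of mislabelling. Across genes, its log2 ratios followed the main axis of variation within the other 3 stages (absolute r 0.811), and *AqSYD* and *Aqcoe7G340300* lie on that axis (r 0.96 and 0.97 with it), so that a candidate explanation is an extreme position on an axis along which libraries of every stage vary. Later development than the other s4 libraries remains open, since its ratios followed the change from s1 to s3 with r 0.132, where other s4 libraries ranged from -0.191 to 0.068. A difference in timing and the effect of the axis, on which the same library is extreme, cannot be told apart on this value.

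In s1 replicate 6, *AqHAN* reached 60.2 TPM (others 27.1 to 42.1) and *AqSAP* 55.1 TPM (others 30.0 to 41.6), log2 ratios of 0.79 and 0.61. The median ratio over genes, 0.022, argues against normalization, depth or a few abundant genes, and the weak relation of its ratios with the within-stage axis, 0.082, argues against an extreme position on it. Earlier development is open, since its ratios followed the change from s2 to s4 with r -0.106, within the range of the other s1 libraries (-0.136 to 0.12), and cannot be told apart from ordinary variation.

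In s1 replicate 7, *AqAG2* reached 12.3 TPM (others 1.96 to 6.28), *AqAGL12* 1.07 TPM (others 0.274 to 0.543) and *AqKNU* 22.2 TPM (others 6.74 to 11.1), log2 ratios of 1.51, 1.5 and 1.25. The median ratio over genes was 0.003, which argues against normalization, depth or a few abundant genes. Later development is open, since its ratios followed the change from s2 to s4 with r -0.01, within the range of the other s1 libraries (-0.136 to 0.12), while its PC2 score, -9.37, was the highest of s1 (others -17.3 to -9.7), and cannot be told apart from ordinary variation. Its relation with the within-stage axis was 0.456, but the 3 genes differ in sign along that axis (r -0.69, -0.88 and 0.22), so that 1 position on it does not raise all of them.

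In s1 replicate 5, *AqEPF1* reached 3.7 TPM (others 0.849 to 2.06), a log2 ratio of 1.38. The median ratio over genes, -0.011, argues against normalization, depth or a few abundant genes. Later development cannot be told apart from ordinary variation, since the relation of its ratios with the change from s2 to s4, -0.136, lay just below that of the other s1 libraries (-0.126 to 0.12), while its PC2 score, -9.7, was near the top of s1 (others -17.3 to -9.37). Its ratios followed the within-stage axis (0.676), on which it scored 0.17, but *AqEPF1* itself is tied to that axis only weakly and with the opposite sign (r -0.35). Such a position would not raise the gene, which argues against the axis as the source of its level.

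In s3 replicate 1, *AqAGO5b* reached 124 TPM (others 58.6 to 86.8), a log2 ratio of 0.75. The median ratio over genes, -0.026, argues against normalization, depth or a few abundant genes. Later development cannot be told apart from ordinary variation, since the relation of its ratios with the change from s1 to s2, 0.037, lay within the range of the other s3 libraries (-0.095 to 0.058). Reads taken from *AqAGO5a* would leave that paralog low, and it stood at 63.5 TPM, within the 37.0 to 72.8 of the other s3 libraries. Its relation with the within-stage axis was 0.38, but *AqAGO5b* hardly followed that axis in the other stages (r 0.05). A position on the axis would not raise such a gene, which argues against the axis as the source of this level.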

How the results depend on the processing

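Among the tests below, limma-voom on length-scaled TPM counts, the 29 libraries that match Table S2, the filter of at least 10 counts in at least 29 libraries, alone and with the others, and the splits counted by genes with all libraries apart were chosen after seeing the data. Where a value moved, the cause was not tested unless the construction of the alternative is named beside it.

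The number of genes called between s1 and s2 was 122 and went to 200 with DESeq2, 200 with DESeq2 on length-scaled TPM counts, 207 with the residual component, 81 with only the 16 libraries of the comparison and 69 with limma-voom. Between s2 and s3 it was 64 and went to 110 with DESeq2 on either kind of counts, 129 with the residual component and 97 with the 29 libraries. Between s3 and s4 it was 243 and went to 156 with only 16 libraries and 481 with the residual component. Genes shared by the s1 to s2 and s2 to s3 lists went from 11 to 28 with DESeq2 on either kind of counts, 29 with the residual component, 24 with the 29 libraries, 4 with only 16 libraries and 5 with limma-voom. The counts between s1 and s3 (769), s1 and s4 (1893), s2 and s4 (1023) and in any comparison (2053) stayed within 1.5 times under every alternative. Without a filter, 28451 genes were tested in place of 20477, and with the stricter filter 18778, which changes the genes that can be called.

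Leaving out each library in turn gave 73 to 160 genes between s1 and s2, 643 to 848 between s1 and s3, 1765 to 2011 between s1 and s4, 46 to 80 between s2 and s3, 886 to 1263 between s2 and s4, 171 to 460 between s3 and s4, 1920 to 2334 in any comparison and 7 to 15 shared. Over 1.5 times were 73 without s1 replicate 6, 77 without s2 replicate 4, 460 without s4 replicate 4 and 7 shared without s2 replicate 3. The same libraries were split into groups of the same sizes, 100 splits each with the stage split included. Only the stage split gave as many calls between s1 and s2, s1 and s3, s1 and s4 and in any comparison, which argues against chance for these counts. Between s2 and s3, 2 splits gave as many (the other with 353 calls), and between s2 and s4, 3 did (the highest of the others with 1292). Few splits did so, but they gave more calls than the stages, so that chance is not excluded for the size of these counts. For the 11 shared genes the splits cannot decide, since no other split shared a called gene. Equally long lists from 40 simulated sets of unchanged libraries shared 8.2 genes on average and 16 at most. A count of 11 thus lies within the overlap of such lists. These were taken by p and not by calls, and no gene was called in both comparisons of the simulated sets. Genes were also drawn independently there, so that the simulation does not settle whether the count exceeds chance. No gene shared by the equally long lists changed in the same direction at both steps. Of the 11, 9 rose at both and 1 fell at both. Chance cannot be excluded for the number of calls between s3 and s4, where 7 splits gave as many and the highest of the others 1261, nor with the residual component, where 14 did and the highest gave 1420. Over all genes, 119 had all 8 libraries of s3 apart from all 8 of s4 (53 of them called). Only the stage split (1 of 100) gave as many, with 70 the highest of the others, which argues against chance for this count. Counted in this way, the other comparisons gave 71 genes for s1 and s2 (highest of the others 21), 516 for s1 and s3 (38), 1081 for s1 and s4 (24), 463 for s2 and s4 (136), each reached by the stage split only, and 46 for s2 and s3, where another split gave 132 (2 of 100 as many). The 6 other splits with more calls between s3 and s4 set libraries of different position on the within-stage axis against each other (difference 0.2 to 0.25, a level that 9 of the 99 other splits reached), and 86 of the 99 had no call. Over the other splits, rho of the number of calls with that difference was 0.31, so that the axis and other uneven features of these splits cannot be told apart.

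With the replicate number as a block, the calls were 99 between s1 and s2, 756, 1813, 64, 958 and 209 in the other comparisons in the order above, 1968 in any and 13 shared. The block takes up degrees of freedom, and the numbers do not pair the libraries: residuals of libraries with the same number in different stages correlated by 0.029 on average and those with different numbers by -0.003, with 17 of 48 pairs over 0.1 and 1 of 8 numbers, number 2, with a mean over 0.1 (0.361, 0.24 to 0.524).

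The first components held 78.1% of the variance, 63.4% with all genes, 60.9% on log2 CPM and 75.8% without s4 replicate 4. That fit also took the share of PC2 that lies between stages to 58.7%. There were 20 modules, 31 with a power of 8 and 13 when merged at 0.3. The eigengene of the module of the brown-s4 hub genes fell from r 0.812 to 0.448 with length-scaled TPM counts, with an adjusted p of 0.079, no longer past the threshold. Without s4 replicate 4 there were 20 modules, with r 0.823 for green-s1 and 0.831 for brown-s4 and magenta-s4, and all 103 hub genes kept their association.

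Of 183 changes of named genes, 147 were called. Of these, 122 were called under each of the 11 alternatives that tested the gene and 25 lost the call in at least 1. Of the 183, 0 were counted as reversed. The small, uncalled changes of *AqFL1*, *AqTPL* and *AqHDA19* from s1 to s4 did change sign in some alternatives. Leaving out a library changed no call for 153. Most calls were lost with only the 16 libraries of a comparison (18) and with limma-voom (11). With more than 1 CPM in 8 libraries, 16 of the changes concerned genes that were not tested.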

Differences from the paper's values

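Among the settings below, limma-voom on length-scaled TPM counts, the 29 libraries that match Table S2 and the filter of 10 counts in at least 29 libraries were chosen after seeing the values, and the others before the data were examined.

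Between s1 and s2 the paper's 67 genes stand against 122 here. The alternatives within 1.5 times of the paper's value were only the 16 libraries (81), the replicate block (99) and leaving out s1 replicate 1 (100), s1 replicate 3 (83), s1 replicate 4 (92), s1 replicate 6 (73), s1 replicate 8 (88), s2 replicate 3 (84), s2 replicate 4 (77) or s2 replicate 6 (96), and those outside it were DESeq2 (200), length-scaled TPM counts with edgeR (124) and with DESeq2 (200), RLE size factors (121), no filter (105), more than 1 CPM in 8 libraries (109), the residual component (207) and leaving out any other library. Limma-voom on length-scaled TPM counts, chosen after seeing the values, called 69 genes, all 67 of the paper's among them, and dropped 0 of these 67, 4 of the paper's 692 between s1 and s3, 9 of its 1781 between s1 and s4 and 0 of its 49 between s2 and s3. The paper's 5 shared genes stand against 11 here, with 4 from only the 16 libraries and 7 without s2 replicate 3 near the paper's value and the other alternatives set before the data were examined further from it, while limma-voom, chosen after seeing the values, gave 5.

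The paper's largest module, of 6206 genes, stands against 10502 here. The signed adjacency (4984) came within 1.5 times, and a power of 8 (10394), merging at 0.3 (10930), leaving out s4 replicate 4 (12534) and length-scaled TPM counts (9528) did not. For green-s1 the paper's 781 genes stand against 3984, with 745 for the signed adjacency and 1144 without s4 replicate 4 within 1.5 times, and 2851 for a power of 8, 3984 for merging at 0.3 and 2587 for length-scaled TPM counts outside it. For brown-s4 the paper's 1947 genes stand against 3984, with 2851 for a power of 8 within 1.5 times, and 3695 for the signed adjacency, 3984 for merging at 0.3, 3817 without s4 replicate 4 and 9528 for length-scaled TPM counts outside it. By the published rule, 127 hub genes of green-s1 stand against the paper's 33, 196 of brown-s4 against its 56 and 196 of magenta-s4 against its 14. The signed adjacency gave 28 and 63 for the first pair, within 1.5 times, and 25 for magenta-s4, outside it, and no other of the alternatives set before the data were examined came within 1.5 times. The eigengene of magenta-s4 followed s4 with r about 0.89 in Fig. 5a, read by eye, and 0.812 here, 0.91 for the signed adjacency and further from the figure for a power of 8 (0.808), merging at 0.3 (0.812), leaving out s4 replicate 4 (0.831) and length-scaled TPM counts (0.765). The filter of 10 counts in at least 29 libraries over all 32 libraries, chosen after seeing the values, came within 1.5 times for the largest module (4852), green-s1 (999 genes), brown-s4 (1899) and the hub genes of green-s1 (46, holding 9 of the paper's 33 and dropping the others) and brown-s4 (63, holding 24 of the paper's 56 and dropping the others), but not for the hub genes of magenta-s4 (63). The 29 libraries alone, chosen after seeing the values, gave a largest module of 11596 genes, 3494 for green-s1 and 2914 for brown-s4, the last within 1.5 times, with 38 of the paper's 56 hub genes in it and the others dropped, and 174, 121 and 121 hub genes. The 29 libraries with the stated filter read as at least 10 counts in at least 29 libraries and length-scaled TPM counts, chosen after seeing the values, gave 24 modules from 18303 genes, the paper's numbers, with a largest module of 7696 genes, within 1.5 times, 1569 genes for green-s1 and 848 for brown-s4 and magenta-s4, 75 hub genes for green-s1, 13 for brown-s4 and 13 for magenta-s4, the last within 1.5 times but holding 0 of the paper's 14, and left 1 of the paper's 33, 6 of its 56 and 3 of its 14 hub genes outside the matched module.

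The paper's text counts 22 brown-s4 hub genes of negative association, while its Table S2 and the values here hold 21. Table S2 names *Aqcoe2G352600* as another member of the EPFL family than the text does. *AqSTM1* stands in the hub gene list of Table S2, while the paper's closing remarks name only *AqSTM2*, and both followed s1 here (r 0.739 and 0.781 over 29 libraries). Fig. 4 marks *AqAGL6* as DE and the text leaves it out of the MADS-box genes with a significant fall, and here it fell by 1.46 on the log2 scale and was called.

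Among genes lower at s2 than at s1, the paper places *AqAHP6* first and *AqPAN* after it. Here *Aqcoe7G438600* (-1.89) and *Aqcoe5G398700* (-1.73) fell further than *AqAHP6* (-1.61), and *AqPAN* (-1.25) had the lower adjusted p of the pair (4.1e-05 against 0.00014 in the edgeR test). From s2 to s3 the paper puts *Aqcoe7G055500* first among falling genes, and here *AqAHP6* (-1.78) and *Aqcoe7G055600* (-1.55) fell further than its -1.38. It describes that locus as highly expressed at s2, and its mean was higher at s1 (22.3 TPM) than at s2 (14.3 TPM). Of the loci shared in Table S1, *Aqcoe1G221100* (1.26), *Aqcoe5G328500* (1.17) and *Aqcoe5G398700* (-1.27) were not called from s2 to s3 here, and limma-voom, chosen after seeing the values, called all of them in both comparisons.

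The paper lists response regulators as higher at s1 than at s4, while the *ARR9* homolog (-0.86) was not called here and the *ARR8* homolog rose by 2.18. With the residual component the *ARR9* homolog was called (-1.03), as it was without s4 replicate 2 (-1.01) and by limma-voom (-1.07), chosen after seeing the values. For brassinosteroid signalling, the *BSK1* homolog (-0.78) was called only by limma-voom (-1.22) and without s4 replicate 6 (-1.11). The *GH3.5* homolog (-1.14, edgeR adjusted p 0.11) was called with the replicate block (-1.66), the residual component (-1.86), limma-voom (-1.89), the 29 libraries (-2.17) and without s4 replicate 4 (-2.17), and the *ARF19* homolog (-0.99) with length-scaled TPM counts (-1.01), the residual component (-1.01), limma-voom (-1.03), the 29 libraries (-1.09) and without s1 replicate 1 (-1.01), s1 replicate 2 (-1.02), s1 replicate 4 (-1.01), s1 replicate 8 (-1.02), s4 replicate 3 (-1.07) or s4 replicate 4 (-1.09). Salicylic acid genes of the *TGA* family were higher at s4 here (2.75 to 4.96), while the paper's text names that pathway among genes higher at s1. Of the 1780 genes measured from the paper's s1 to s4 list, 1779 changed in the published direction here. The rises of the *TGA* and *ARR8* homologs thus stand against the paper's text, and are not shown to differ from its listed values. The paper describes *AqKNU* as falling from s2 to s3, and its change of -0.71 did not pass the test under any alternative (adjusted p 0.19 to 0.47).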

Other observations

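The tests of library depth, replicate number and low-energy response for the within-stage axis, of the test used in the study, of the libraries left out of the network and of the direction of the count filter were chosen only after the result was seen.

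After stage means were removed, a single component held 38.7% of the remaining variance of log2 CPM, and 37.3% of the 20477 genes followed it with an absolute r over 0.7 (17.7% upwards and 19.6% downwards). The tables argue against library depth, the most abundant genes alone and transcript length as sources of this axis. It followed the library totals with r -0.13 (permutation p 0.55; rho -0.27, permutation p 0.18; r -0.27 without the 2 libraries of most extreme total), it came back with r 0.9998 when the 100 most abundant genes, which took 14.21% to 17.23% of the counts, were left out, and its loadings had a rho of -0.01 with transcript length across genes. The share of counts in the 100 most abundant genes was not tested against the axis by library. Within stages it was highest in s1 replicate 5 (14.92%), s2 replicate 7 (16.07%), s3 replicate 7 (16.17%) and s4 replicate 4 (17.23%). Each had the lowest PC1 score of its stage, so that a difference in the make-up of the libraries remains open. A spread of development within a stage would tie the loadings to the changes between s1 and s4, and this r across genes was -0.09. Libraries with the same replicate number in different stages did not share residuals on average (mean r 0.029), though those of number 2 did (mean r 0.361). The replicate numbers name no batch, so that this mean does not exclude one.

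Lists of stress genes written before the test left the axis open. The median r of 21 heat shock genes with it was -0.35 (7 positive, 14 negative), at percentile 3.6 of 10000 random lists of that size, whose middle range was -0.38 to 0.33, and 20 of the 21 are among genes called between stages in some comparison. The median of 5 low-energy genes was 0.04 (3 positive, 2 negative), at percentile 59.1, with a random range of -0.79 to 0.75, and that of 6 ribosomal protein genes beside it -0.77 (0 positive, 6 negative), at percentile 0.6 and outside its random range of -0.67 to 0.6. A low-energy response would move both lists, and only the ribosomal one lay outside its random range. The random lists were matched by expression level, and not by change between stages or by shared regulation. That range is therefore no full measure of chance for such lists. Of the low-energy genes 3, and of the ribosomal protein genes all 6, are among genes called between stages. Handling, the physiological state of the plants and the genotypes of the pooled buds cannot be told apart on these values, and no biological explanation beyond the lists was tested.

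A candidate explanation for the number of genes called between s1 and s2 is the test used in the study. Limma-voom on length-scaled TPM counts, though the methods name DESeq2 and a Student's t-test, called 67 of the paper's 67 genes, against 57 with edgeR and 62 with DESeq2. Across these genes, its log10 adjusted p followed the published one with r 1, against 0.6788 for edgeR and 0.6916 for DESeq2, and its log2 fold changes differed from the published ones by a median of 0.00099, against 0.063 and 0.059. For Table S2, the libraries left out of the network account for the trait significances to within a mean absolute difference of 0.00014. For the size of the network, genes with a count of 10 or more in at least 29 libraries numbered 18303, while the wording of the methods, read as removing genes with a count under 10 in more than 90% of libraries, left 21777.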
